# Identification of a Potential Ovarian Cancer Stem Cell Gene Expression Profile from Advanced Stage Papillary Serous Ovarian Cancer

**DOI:** 10.1371/journal.pone.0029079

**Published:** 2012-01-17

**Authors:** Vinod Vathipadiekal, Deepa Saxena, Samuel C. Mok, Peter V. Hauschka, Laurent Ozbun, Michael J. Birrer

## Abstract

Identification of gene expression profiles of cancer stem cells may have significant implications in the understanding of tumor biology and for the design of novel treatments targeted toward these cells. Here we report a potential ovarian cancer stem cell gene expression profile from isolated side population of fresh ascites obtained from women with high-grade advanced stage papillary serous ovarian adenocarcinoma. Affymetrix U133 Plus 2.0 microarrays were used to interrogate the differentially expressed genes between side population (SP) and main population (MP), and the results were analyzed by paired T-test using BRB-ArrayTools. We identified 138 up-regulated and 302 down-regulated genes that were differentially expressed between all 10 SP/MP pairs. Microarray data was validated using qRT-PCR and17/19 (89.5%) genes showed robust correlations between microarray and qRT-PCR expression data. The Pathway Studio analysis identified several genes involved in cell survival, differentiation, proliferation, and apoptosis which are unique to SP cells and a mechanism for the activation of Notch signaling is identified. To validate these findings, we have identified and isolated SP cells enriched for cancer stem cells from human ovarian cancer cell lines. The SP populations were having a higher colony forming efficiency in comparison to its MP counterpart and also capable of sustained expansion and differentiation in to SP and MP phenotypes. 50,000 SP cells produced tumor in nude mice whereas the same number of MP cells failed to give any tumor at 8 weeks after injection. The SP cells demonstrated a dose dependent sensitivity to specific γ-secretase inhibitors implicating the role of Notch signaling pathway in SP cell survival. Further the generated SP gene list was found to be enriched in recurrent ovarian cancer tumors.

## Introduction

Epithelial ovarian cancer is the fifth leading cause of death in women in the United States. In 2010, there will be an estimated 21,880 new cases and 13,850 deaths from ovarian caner in the United States [1]. Although the 5-year survival rate is >90% for women with early-stage ovarian cancer, about 80% of women present with late-stage disease and have a 5-year survival rate of only 30%. Standard therapy includes cytoreductive surgery with first-line combination chemotherapy [2]. 75% of patients initially respond to conventional chemotherapy, however, >80% of these women eventually relapse and die from chemotherapy resistant disease [2].

There is increasing evidence that small populations of cells within tumors called cancer stem cells (CSC) contributes to tumor maintenance and progression and are intrinsically resistant to therapies designed to destroy rapidly dividing cells [3], [4], [5], [6], [7]. CSC have been described from several human solid cancers, such as breast [8], brain [9], [10], colon [11], [12], head and neck [13], and pancreatic cancer[14]. Experiments performed on human acute myeloid leukemia [15] and solid tumors [8], [9] show that CSCs display three functional characteristics: 1) they have the tumorigenic potential to form tumors when injected into nude mice, 2) they express distinct surface markers allowing for reproducible and differential purification, and 3) they have the ability to recreate the full phenotypic heterogeneity of the parent tumor [16], [17]. Thus the definition for CSC is a functional one and shares two important functional characteristics with normal stem cells: self-renewal and differentiation [3], [7].

The difficulty in characterizing normal and cancer stem cells is, these cell populations are rare and the absence of specific cell surface markers represents a challenge to isolate and identify pure stem cell populations. The inability to isolate a pure stem cell population has created intense debate about the CSC model [18], [19], [20]. Several stem cell markers (CD133, CD44, Sca1) have been used successfully to isolate stem cells in normal and tumor tissue [21], [22], [23]. However, no marker has been identified that is exclusively present on stem cells [7]. Cell surface markers found on stem cells from one tissue are not always useful for identifying stem cells from another tissue since many of these markers are also found on non-stem cells from unrelated tissues and organs [7].

Goodell et al first reported a small population of cells showing a distinct FACS profile off to the side of the main population due to a more efficient Hoechst dye efflux and lower fluorescent intensity signal [24]. This subset of cells is referred to as the side population (SP) and is enriched for hematopoietic stem cells from murine bone marrow [24]. Many studies of SP have been performed in a number of cancers such as leukemias, brain, prostate, GI tract, melanoma, retinoblastoma, and many cancer cell lines, leading to the hypothesize that the SP is enriched with CSC [8], [25], [26], [27], [28], [29], [30], [31]. It has now been shown that ovarian cancer, like many other tumors, contains SP cells that apparently correspond to the CSCs responsible for the tumor growth [32], [33]. SP cells from ovarian cancer have been demonstrated for its sensitiveness towards mullerian inhibiting substance and IFN-α [32], [33]. We propose the side population of ascites from women with high-grade advanced stage papillary serous ovarian adenocarcinoma would be enriched for cancer stem-like cells, and would express a gene signature trend for “stemness” in ovarian cancer stem-like cells.

## Materials and Methods

### Ethics Statement

Fresh ascites was obtained from 10 women with high-grade advanced stage ovarian adenocarcinoma at the time of primary cytoreductive surgery at Brigham and Women's Hospital, Boston, MA. All the specimens were collected under the protocols approved by the institutional review boards of the Brigham and Women's Hospital and were obtained with informed written consent from the patients. Animal care and experiments were carried out in accordance with the guidelines and approval by the MGH Animal Care and Use Committee (Protocol no. 2009N000148).

### Tumor specimen and isolation of sub-populations of cells

Fresh ascites was obtained from 10 women with high-grade advanced stage ovarian adenocarcinoma at the time of primary cytoreductive surgery at Brigham and Women's Hospital, Boston, MA. The ascites samples were centrifuged at 1400 RPM to isolate the cells. After lysis of the erythrocytes, the remaining cells were seeded and grown in culture dishes without passaging. Before sorting, cells were stained with CD45 to rule out contamination with blood cells and with CA125 antibody to confirm the ovarian origin of these cells. CD 45 and CA 125 analysis were carried out using FACS. CD45 and CA125 antibodies were purchased from BioLegend and Invitrogen respectively. Between day 7 and 10 cells were stained with Hoechst33342 or 0.5 µg/mL Rhodamine 123 (Rho) [34] and sorted on a BD FACSAria equipped with a violet laser. Control experiments verified that the Hoechst^DIM^ *vs.* Rho^DIM^ side population (SP) fractions isolated by both methods were similar by % abundance and gene expression profile.

### Affymetrix genechip hybridization and image acquisition

Total RNA was extracted from the SP and MP using the RNeasy kit (Qiagen, Germantown, MD). Total RNA quality was first checked by BioAnalyzer (Agilent, Palo Alto, CA) before further manipulation. Two rounds of amplification were used as previously described [35]. Hybridization, processing and image acquisition was done as described previously [35].

### Data normalization and analysis

All array data is Minimum Information About a Microarray Experiment (MIAME) compliant and the raw data has been deposited in a MIAME compliant database (GEO, Accession Number: Series GSE33874)

Genechip images and data sets were uploaded into the National Cancer Institute's Microarray Analysis Database (mAdb) for evaluation (http://nciarray.nci.nih.gov/index.shtml). Low-level analysis included array normalization and estimation of expression level. This was accomplished by invariant set normalization to adjust the overall signal level of the arrays to the same level for further comparison [36]. Next, we applied a model-based approach to calculate the gene expression level. The low-level analysis was conducted using MAS5.0 normalized data in BRB ArrayTools version 3.6.0 software designed by Dr. Richard Simon and Amy Peng Lam of the Biometrics Research Branch, NCI, NIH.

### Quantitative real-time PCR

qRT-PCR was performed on 50 ng of amplified RNA using an iCycler Real-Time Detection System (Bio-Rad Laboratories, Inc., Hercules, CA, USA) as previously described [37], using the SuperScript III Platinum SYBR Green One-Step qRT-PCR according to the manufacturer's instruction (Invitrogen, Carlsbad, CA). Relative expression levels of each gene were obtained by normalization to the expression levels of three housekeeping genes (*Cyclophilin, GUSB, GAPDH*) [38]. Real-time PCR expression values were used for correlation analyses with microarray signal intensities. Pearsons' and Spearmans' rank correlation was performed using GraphPad Prism 5.00 (GraphPad Software Inc., San Diego, CA).

### Cell lines and culture conditions

The human ovarian cancer cell lines SKOV3, A224, OVCAR-3, and UCI-107 were maintained in RPMI 1640 (Invitrogen Life Technologies) supplemented with 10% fetal bovine serum, 1% L-glutamine, and 1% penicillin/streptomycin in humidified incubator with 5% CO_2_ at 37°C as described by Mok et al [39].

### Flow cytometry analysis

The cells were detached by trypsinization, centrifuged and resuspended in tissue culture medium containing 2% serum at a concentration of 1×10^6^ cells/mL. The cells were labeled with 5.0 µg/mL Hoechst33342 dye at 37°C for 90 min either alone or in combination with ABCB1 efflux pump inhibitor Verapamil (100 µM). At the end of the incubation the cells were centrifuged in the cold and resuspended in cold fresh medium with 2% serum. 7-Amino-actinomycin D (7AAD) was added to the cells to a final concentration of 2 µg/mL prior to FACS analysis to exclude the dead cells from analysis. The SP analysis was done using a BD LSRII System (BD Biosciences). The Hoechst dye was excited with UV laser and its fluorescence was measured with both 675LP (Hoechst Red) and 440/40 filters (Hoechst Blue).

### Staining for putative stem cell markers

Immunophenotypic characterization of SP cells was carried out using fluorescent isothiocyanate (FITC), phycoerythrin (PE), and allophycocyanin (APC) conjugated monoclonal antibodies. Prior to antibody staining, the cells were stained for SP cells using Hoechst 33342 as described above. The cells were then washed and incubated with CD24-RPE (AbD Serotec), CD34-FITC (Miltenyi Biotec), CD44-FITC (AbD Serotec), CD117-PE (Miltenyi Biotec), and CD133-APC (Miltenyi Biotec) in PBS at 4°C for 15 min in the dark. The fluorescence compensation setting for multicolor flow cytometric analyses was performed using BD CompBeads Anti-Mouse Ig, κ (BD Biosciences) and all analysis was carried out using BD LSRII System (BD Biosciences). The FITC and PE antibodies were excited at 488 nm and collected using 530/30 nm (FITC), 575/26 nm (PE) filters. The APC antibody was excited at 633 nm and collected at 660/20 nm.

### Colony forming efficiency assay

For the analysis of colony forming efficiency (CFE), SP and MP cells were plated at 100 cells per well in a six well tissue culture plate and grown for 14 days. The cells were then fixed with cold methanol for 20 min at 4°C and stained with 0.5% crystal violet solution in order to count the number of colonies by microscopy. The analysis was performed for two subsequent passages. Colony forming efficiency was also calculated as the percentage of single cells that generated colonies at day 14. The cells were stained with Hoechst dye and single cells were sorted using FACS for MP and SP into a 96 well plate containing 200 µL of tissue culture medium. The cells were grown for 14 days before fixing and staining with methanol and crystal violet solution.

### Anchorage independent growth

Anchorage independent growth was examined by soft agar cloning. A 7% stock of low-gelling agarose in PBS was diluted in RPMI media/10% serum to a final concentration of 0.7% agarose. For the bottom layer, 1.5 mls of 0.7% agarose was added to 6-well plates and allowed to cool at 4°C. The leftover 0.7% agarose in media was further diluted in RPMI media/10% serum to a final agarose concentration of 0.35%. For the top layer, 2500 cells (SKOV3)/5000 cells (A224) were plated in 6 mls of 0.35% agarose. Following incubation for 1 hr at 4°C, the plates were transferred to 37°C and incubated for 14 days. The cells were then stained overnight with 0.5 mg/ml of nitroblue tetrazolium (Sigma-Aldrich, St. Louis, MO) and colonies between 100–2000 microns were counted with the Biocount 4000P (Biosys, Germany). Two independent experiments were performed with each sample plated in triplicate per experiment.

### Growth of SKOV SP and MP cells *in vivo*

Female athymic nude mice (Balb/C athymic mice) were purchased from the Charles River Laboratories (Wilmington MA, USA). The mice were used in these experiments when they were 4 to 6 weeks old. To produce tumors, SKOV3-SP and MP (5×10^4^ cells/100 µL PBS) cells were injected subcutaneously into the dorsal area of the mice. For *in vivo* injections, the cells were sorted into SP and MP fractions and cultured for 8 days. The cells were then trypsinized and centrifuged at 800 rpm for 7 minutes at 4°C, washed twice with PBS, and reconstituted in PBS (GIBCO/Invitrogen). Only single-cell suspensions with >95% viability, as determined by trypan blue exclusion, were used for the *in vivo* injections.

### Repopulation of SP and MP fractions by SKOV3 and A224 SP cells

The cells were stained with Hoechst 33342 dye as described above for sorting. The sorted SP cells and MP cells were cultured separately under the same conditions for 8 days before being restained with Hoechst 33342 dye and reanalyzed.

### Effect of γ-Secretase Inhibitor IX (GSI-IX) SKOV3 SP and MP cells

The γ-Secretase Inhibitors GSI-IX (Calbiochem, EMD Biosciences Inc., La Jolla, CA) was dissolved in 100% dimethyl sulphoxide (DMSO) to make the stock solutions (5 mg/ml), which was then diluted in culture medium to obtain the desired concentrations. The sorted SKOV3 SP and MP cells were treated with 10 and 20 µg of inhibitors to evaluate the effect of the inhibitor on colony forming efficiency of the cells. Control SKOV3 SP and MP cells were treated with DMSO in amounts equal to the concentration of DMSO necessary to solubilize the inhibitors.

### Enrichment of SP gene signature in recurrent ovarian cancer patients expression database

The enrichment of SP gene signature in recurrent ovarian cancer patients compared to the primary tumor was analyzed using the clinical expression databases of human ovarian cancer. Six patient's information's containing expression files for 12 samples (primary and recurrent) were available in our clinical database. We have obtained expression values for each probe set using the Robust Multichip Average method (RMA) of Biometric Research Branch (BRB) Array Tools. The probe sets scored as absent was excluded and only upregulated genes of SP cell gene signature were included in the analysis. qRT-PCR was carried out on primary and recurrent ovarian tumor samples using randomly selected genes from SP gene list.

## Results

### Expression profiling of SP/MP cells from ascites specimens

The positive CA 125 staining using FACS confirmed the ovarian origin of cells isolated from ascites (Figure S1) and these cells were analyzed for SP and MP cells using Hoechst and/or Rho staining. A representative graph for the SP and MP sort from ascites sample is shown in Figure S2, and in all patient samples the SP ranged around 0.25% (Table 1). Ascites specimens were not examined without culture, and to rule out contamination with blood cells, we used only cells that were negative for CD45 in our analysis. 

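LYZ and LAPTM5, transcripts of macrophages and monocytes, were higher in SP cells than in MP cells of the same patients, while the other macrophage and monocyte genes did not pass the test. LYZ, the bacteriolytic enzyme lysozyme, rose from a log2 signal of 6.04 ± 3.77 in MP to 8.81 ± 2.60 in SP (SD, n = 10 patients), a difference of 2.77 (standard error 0.71, p = 0.00186 from limma, higher in 9 of 10 pairs). Over 21 alternative fits the LYZ difference ranged from 1.75 to 3.18, and its call ended in 1 of them. LAPTM5, a lysosomal membrane protein of blood cells, was higher by 1.89 (standard error 0.38, p = 0.000258, higher in 8 of 10 pairs). PTPRC encodes CD45, the antigen of the gate, and differed by 1.66 (standard error 0.60, p = 0.0162, higher in 7 of 10 pairs), which did not pass the study's threshold of an unadjusted p under 0.01 except with an intensity trend and without pair 2 or without pair 6, where the difference was 2.01 in both fits. TYROBP, a signaling adaptor of myeloid cells, differed by 1.37 (p = 0.0151, higher in 6 of 10 pairs) and passed without pair 3 (1.63, p = 0.00582) or pair 6, and C1QB, a chain of complement C1q, differed by 0.99 (p = 0.0364, higher in 7 of 10). Of 11 macrophage and monocyte genes measured, listed before the data were examined, LYZ and LAPTM5 were higher, none was lower and 9 did not pass. The same 2 genes were higher when adjusted over the list alone, and none at an adjusted p under 0.05 over all probe sets. The median difference of the list was 0.47 (camera, adjusted p = 0.00812), with adjusted p = 0.341 with an estimated correlation. Its mean was higher in 9 of 10 pairs (exact sign-flip permutation test, two-sided, p = 0.0312, adjusted p = 0.121 over 31 lists). The SP arrays of pairs 1 and 5 stand apart from the others, and pair 5 holds part of this difference. The list's mean was 2.22 in pair 5 and 0.47 in pair 1, against 0.69 over all pairs. Without both pairs LYZ differed by 3.02 and LAPTM5 by 1.67. The list's median was 0.19 without both pairs, and 0.33 without pair 5 alone (camera, adjusted p = 0.154). It was 0.14 with array weights (adjusted p = 0.197) and 0.01 among the 16964 probe sets of highest mean (adjusted p = 0.373). Another LYZ probe set lay under the filter on low signals and differed by 0.02. Among other cell types, none of 5 lymphocyte, 4 erythrocyte, 4 endothelial, 19 ovarian carcinoma epithelial, 12 mesothelial and 16 fibroblast and stromal genes passed the threshold in either direction, or when adjusted over its list alone. Their median differences were 0.14, 0.20, -0.33, 0.02, -0.23 and -0.06. The mean of the lymphocyte list was 0.49, higher in 8 of 10 pairs (exact sign-flip permutation test, p = 0.135), and its difference from the macrophage and monocyte list was not tested. HBB, the beta chain of hemoglobin, differed by -0.01 (standard error 0.22). CD3D, a subunit of the T cell receptor complex, passed without pair 2 (1.35, p = 0.00981), and CD24, a surface protein of epithelial cells, without pair 7 (0.92, p = 0.00141).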

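SP cells stain dimly because membrane transporters export the dye, and MP cells retain it. Both were sorted from ascites cells of 10 patients with ovarian cancer after 7 to 10 days in culture. The paper's results add that the isolated cells were subcultured, a step that its methods for the arrays do not describe. Amplified RNA was hybridized to 20 Affymetrix U133 Plus 2.0 arrays, 10 of SP and 10 of MP, which form 10 pairs by patient. The paper's methods name Hoechst or Rhodamine as the dye, while the sample labels name Hoechst for every array, so the dyes were not compared. The authors deposited log2 signals after MAS5.0 scaling: the mean linear signal, trimmed by 2% at each end, was between 500.0 and 500.1 on every array. The files include this scaling and not the study's filter. From there, 62 control probe sets were left out and 27306 of 54613 probe sets were kept, those with a mean log2 signal over all arrays above 6.36, the median of these means. Each probe set was fitted with limma with patient as a block, and differences are SP minus MP on the log2 scale. Array medians were 6.66 ± 0.13 in MP and 6.84 ± 0.53 in SP (SD, n = 10). The SP arrays of pairs 1 and 5 stood apart, with medians of 8.03 and 7.55 against 6.35 to 6.90 on the other 18 arrays, and with median correlations to the other arrays of 0.683 and 0.776 against at least 0.810. Subtracting each array's median in place of the deposited scaling shifted the median difference of the kept probe sets by -0.18, and quantile normalization by -0.07. Of 12 measures of array quality, none passed an adjusted p under 0.05 between SP and MP (exact sign-flip permutation test over pairs, lowest adjusted p = 0.825). The log2 difference between the 3' and middle probe sets of ACTB was higher in SP in 9 of 10 pairs (by 0.40 on average, p = 0.311) and that between its 3' and 5' probe sets in 8 of 10 (by 0.42, p = 0.416). Without pair 8, whose MP array lay far from the others and which was left out after the data were seen, they were higher in SP by 0.71 in 9 of 9 pairs and 0.85 in 8 of 9 (exact p = 0.00391 and 0.00781, adjusted p = 0.0469 for each). The SP array resembled the MP array of its own patient (median r = 0.287 after subtracting the group means, against -0.04 for different patients). Patient held 59.1% of the variance and population 5.59%. These shares were not adjusted for the number of groups. By chance alone, 10 patients take up far more variance than SP and MP do, so the shares do not rank the effects. Without patient as a block, 196 probe sets passed an unadjusted p under 0.01, against 692 with it. The number of arrays limits the precision.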

Isolated SP and MP subpopulations were subcultured and global gene expression profiles using the Affymetrix U133 Plus 2 arrays were obtained. An informative data set of 16964 sequences was generated after initial filtering of the data. 446 differentially expressed probesets representing 432 genes were identified by paired T-test analysis at a significance of *P*<0.01. 

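Among probe sets with 1 gene symbol and the same sign in at least 9 of 10 pairs, the largest decreases in SP included those of CSF3, a growth factor for neutrophils, and CXCL2, a chemokine that attracts them. MYO16, an unconventional myosin, had the largest decrease, with a difference of -2.59 (standard error 0.42, p = 3.3e-05 from limma, lower in 10 of 10 pairs). CSF3 differed by -2.56 (standard error 0.72) and CXCL2 by -2.02 (standard error 0.53), each lower in 9 of 10 pairs. SSUH2 differed by -2.54 and PLPP3, a lipid phosphate phosphatase, by -2.11. TRIO, GEM, a small GTPase induced by mitogens, SGPP2, a phosphatase of sphingosine-1-phosphate, C6orf141, and NFKBIZ, a nuclear regulator of NF-κB, followed with differences of -1.93, -1.90, -1.83, -1.76 and -1.72. After LYZ, the largest increases were those of TSPAN12, a tetraspanin, by 1.94 (standard error 0.56), and MAGEE1, by 1.87 (standard error 0.46), each higher in 9 of 10 pairs. MPRIP, which binds myosin phosphatase, was higher by 1.65, CENPI, a centromere protein, by 1.59, and NUDT18, a nucleotide hydrolase, by 1.52. CAV3, the muscle caveolin, was higher by 1.42 (standard error 0.24, p = 5.1e-05, higher in 10 of 10 pairs), and S1PR5, a receptor of sphingosine-1-phosphate, by 1.41. The noncoding RNAs DOCK9-DT and ZNF582-DT were higher by 1.64 and 1.43. These 10 increases started from low signals, with MP means of 5.78 to 6.63, and the 10 decreases from 7.43 to 13.4. Over the alternative fits TSPAN12 ranged from 1.11 to 2.36, CENPI from 1.04 to 1.79 and ZNF582-DT from 0.79 to 1.65. Among the decreases, SSUH2 ranged from -2.93 to -1.69 and SGPP2 from -2.15 to -1.26. By the paired t-test, CSF3, SSUH2, PLPP3, SGPP2, TSPAN12, CENPI, NUDT18 and ZNF582-DT did not pass (p from 0.0101 to 0.0281), and with 1 pair left out in turn ZNF582-DT passed in 1 of 10 fits. Without pairs 1 and 5, 6 of the 10 increases and 9 of the 10 decreases passed the threshold. At an unadjusted p under 0.01, 243 probe sets were higher and 449 lower in SP, where chance gives 273.1 in all at the nominal rate. In test data built on this design 1.37% of unchanged probe sets passed. Of 100 exchanges of SP and MP within pairs, the real one included, 2 gave as many as the real labels. The other exchanges gave 44 to 700, so 1.37% is not a fixed rate of false calls. None passed an adjusted p under 0.05 by limma (lowest adjusted p = 0.254) or by the paired t-test, and 2514 and 2457 had an unadjusted p under 0.05. The paired t-test found 211 higher and 388 lower probe sets at an unadjusted p under 0.01. Without pair 3, 9 or 10 the total by limma was 459, 445 or 402.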

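Of 30 genes measured that the transcription factor NF-κB induces, 18 were lower in SP cells, none was higher and 12 did not pass an unadjusted p under 0.01. Among them, LIF, a cytokine of the interleukin-6 family, differed by -0.87 (standard error 0.19, p = 0.000445, lower in 10 of 10 pairs), CXCL3, a chemokine, by -1.67 (standard error 0.37, lower in 9 of 10) and IRAK2, a kinase of interleukin-1 signaling, by -1.30 (standard error 0.30, lower in 9 of 10). Of 27 immediate-early genes measured, which respond first to growth factors and stress, 9 were lower, none was higher and 18 did not pass. Examples are IER5, which differed by -0.99 (standard error 0.25, lower in 10 of 10 pairs), ZFP36, a protein that speeds mRNA decay, by -1.35 (standard error 0.35, lower in 9 of 10), and JUNB, a subunit of AP-1, by -0.87 (standard error 0.23, lower in 9 of 10). When adjusted over the list alone, 21 NF-κB response genes and 15 immediate-early genes were lower, and none was at an adjusted p under 0.05 over all probe sets. The median differences were -1.05 and -0.86 (camera, adjusted p = 1.75e-19 and 7.69e-13), with adjusted p = 0.218 for each with an estimated correlation. The mean of the NF-κB list was below 0 in 10 of 10 pairs (exact sign-flip permutation test, two-sided, p = 0.00195, the smallest that 10 pairs allow, adjusted p = 0.0202 over 31 lists), and that of the immediate-early list in 9 of 10 (p = 0.00586, adjusted p = 0.0454). By pair, the NF-κB mean ranged from -1.81 to -0.10. Of 31 lists tested with camera, 9 passed an adjusted p under 0.05 with the preset correlation of 0.01 and 0 with an estimated one, and the lowest false discovery rate from fry was 0.0695. Without pairs 1 and 5 the medians were -1.07 and -0.91. Both lists were chosen after the symbols and ratios of Table S4 had been read, and 14 and 5 of their measured genes have probe sets in that table, so they are not independent evidence. The 8 housekeeping genes measured had a median difference of 0.04 (-0.14 with each array's median subtracted), and none passed. The difference between the 3' and middle probe sets of ACTB, a measure of RNA quality, was also higher in SP in 9 of 10 pairs.

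**Figure D1:**
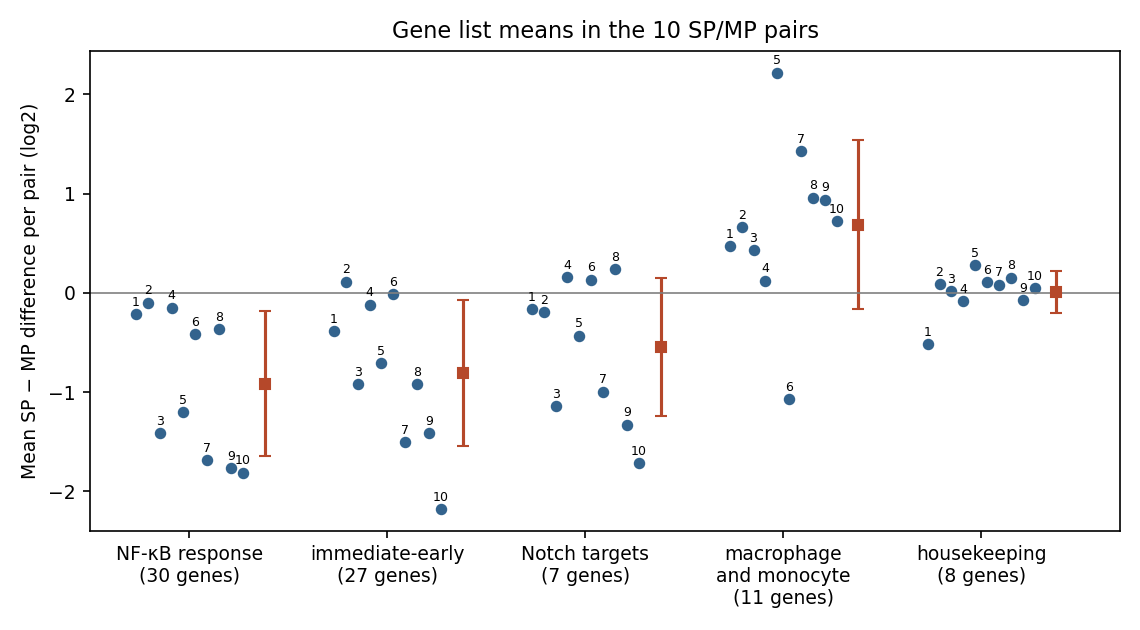
Mean SP minus MP difference (log2) of 5 gene lists in each of the 10 pairs. Points are pairs, with the pair's number, and squares with bars give the mean and SD. The NF-κB response means lie between -1.81 and -0.10, and the housekeeping mean of pair 1 is at -0.52.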

142 probesets were up-regulated, and 304 probesets were down-regulated, in the SP compared to the MP. A heatmap showing the 438 differentially expressed probesets for all SP and MP samples is shown in figure 1A.

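The differences between SP and MP were uneven over the patients. To see how the signature ran in a patient who had no part in choosing it, probe sets past an unadjusted p under 0.01 were taken from 9 pairs with limma and read in the left-out pair. On average 66.0% ± 14.2 (SD, n = 10 pairs) of these probe sets had the same direction in the left-out pair, where the share of all probe sets higher in that pair gives 49.8% by chance. The share was above chance in 9 of 10 pairs (sign-flip permutation test, two-sided, p = 0.00586). The signatures have most of their pairs in common, so the 10 shares are not independent and this p is not exact. It was 72.5% for probe sets lower in SP and 56.0% for those higher in SP. It was lowest in pair 1, at 48.2%, followed by pairs 4, 6 and 8, at 50.9%, 53.3% and 53.4%, and highest in pair 10, at 86.3%. Of the pairs whose SP arrays stand apart, pair 5 was at 74.2%. The average share was 57.7% with no filter, 66.3% with quantile normalization and 72.0% with each array's median subtracted. These averages were not set against chance shares of their own. Subtracting medians moved the median difference of the kept probe sets to -0.14, and 92.2% of those past the threshold were lower. The chance share may then lie above 49.8%, so 72.0% does not show closer agreement. In the kept probe sets with an unadjusted p under 0.01, 89 were lower in all 10 pairs and 32 were higher in all 10. The first group holds GEM and MYO16, and the second holds CAV3. All 446 probe sets of Table S4 were found, and 440 had the table's direction, 139 of them higher and 301 lower in SP. Across probe sets, which are not independent replicates, the log2 ratios had a Pearson correlation of 0.967 and a Spearman correlation of 0.951 with those of the table. Of the 445 that passed the filter, 222 had an unadjusted p under 0.01 from limma, and 87 of the 446 had the same sign in all 10 pairs. Without pair 9 or 10, 144 or 142 passed. The table was chosen on these arrays and is not independent evidence of direction.

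**Figure D2:**
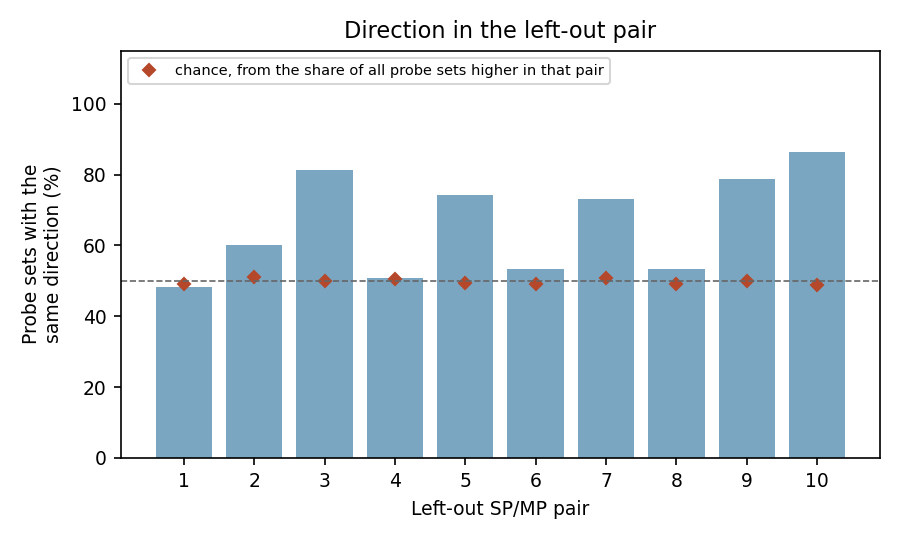
Share (%) of the probe sets chosen on 9 pairs that had the same direction in the left-out pair, by pair. Bars give the share, diamonds the share expected by chance, and the dashed line 50%. Pair 1 lies at 48.2% and pair 10 at 86.3%.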

**Figure 1:**
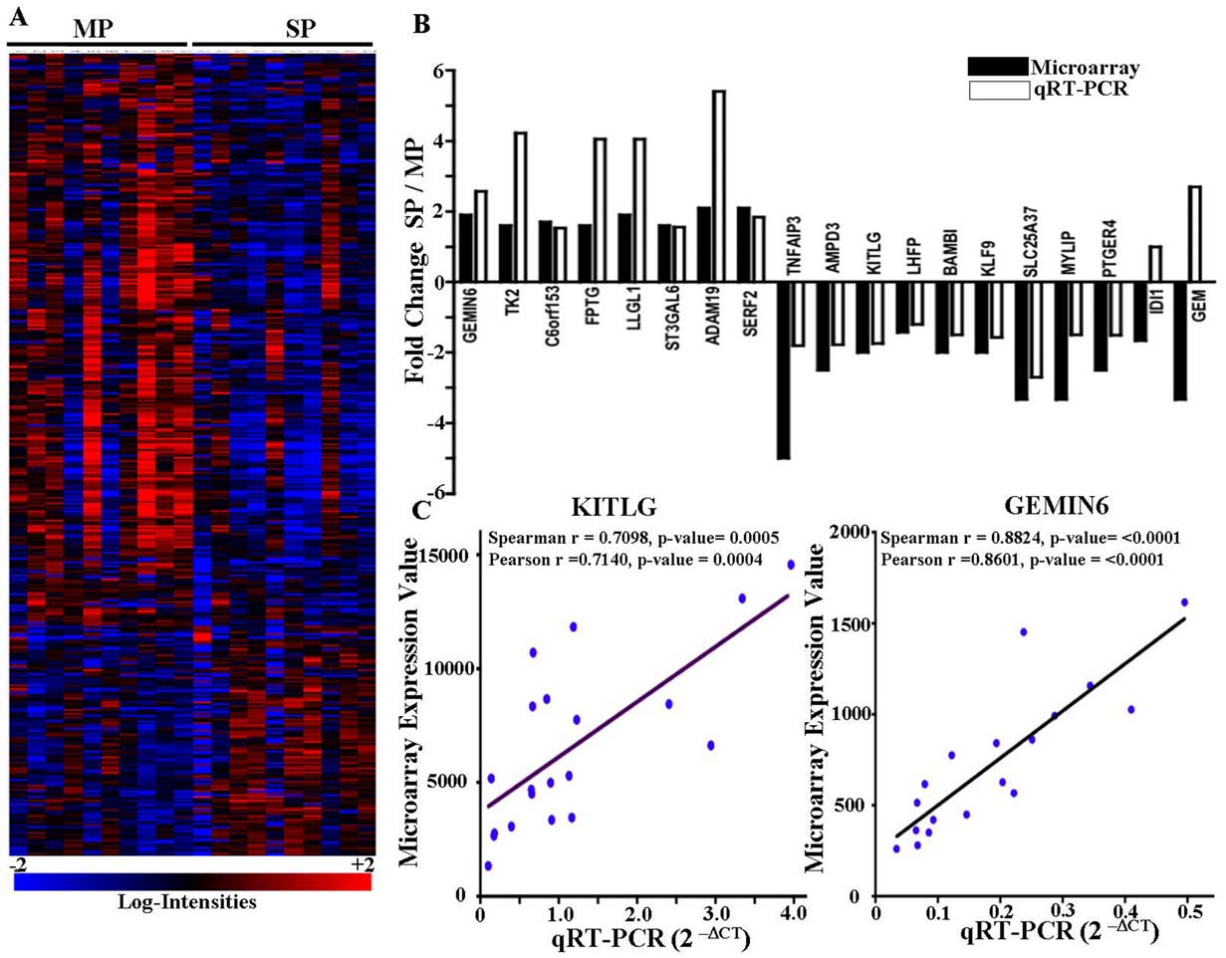
Expression profiling of SP/MP cells from ascites specimens. (A) Heatmap showing the expression pattern of 438 probesets that discriminated SP cells from MP cells in ovarian cancer patients. Vertical columns represent individual samples; horizontal rows represent individual genes. The red and blue color indicates up and down-regulation respectively. (B) Validation of microarray data using qRT-PCR: 19 randomly selected genes were used to validate the microarray data. To calculate the relative expression for each gene, the 2^−ΔΔCT^ method was used averaging the CT values for the three housekeeping genes (Cyclophilin A, GUSB, GAPDH) for a single reference gene value. (C) Representative plots for correlation analysis between the microarray and qRT-PCR data: The 2^−ΔCT^ values (qRT-PCR) were plotted against signal intensity values (Microarray). The correlation analysis was performed for each gene by Pearson's and Spearman's method using GraphPad Prism version 4.00.

**Table 1:** The percentage of the SP cells identified in ascites samples.

Patient ID's	Percentage SP identified
Sample 1	0.23
Sample 2	0.16
Sample 3	n.d.
Sample 4	0.2
Sample 5	0.2
Sample 6	0.3
Sample 7	n.d.
Sample 8	n.d.
Sample 9	0.3
Sample 10	n.d.

n.d. (not determined).

The microarray results were validated by performing qRT-PCR analysis on 19 randomly selected differentially expressed genes. 

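Among the 19 genes that the study chose for qRT-PCR, the array signals of SLC25A37, a mitochondrial iron importer, TNFAIP3, an inhibitor of NF-κB, and PTGER4, a prostaglandin E2 receptor, were lower in SP, and that of LLGL1, a cell polarity protein, was higher. SLC25A37 differed by -1.58 (standard error 0.26, p = 3.95e-05 from limma, lower in 10 of 10 pairs), TNFAIP3 by -2.06 (standard error 0.52, lower in 8 of 10) and PTGER4 by -1.49 (standard error 0.35, lower in 9 of 10). MYLIP, a ubiquitin ligase, differed by -1.58, AMPD3, an AMP deaminase, by -1.29, and BAMBI, a decoy receptor of TGF-β ligands, by -0.97. IDI1, an enzyme of cholesterol synthesis, differed by -0.73 (standard error 0.22, p = 0.00483). LLGL1 was higher by 0.90 (standard error 0.22, p = 0.00104, higher in 10 of 10 pairs), and the probe set that Table S4 assigns to SERF2 by 0.94 (standard error 0.26). RRP36, listed as C6orf153 and known from ribosomal RNA processing, was higher by 0.68 (standard error 0.22, p = 0.00953) by the probe set of Table S4 and differed by 0.19 (p = 0.392) by its brightest. With TK2, a mitochondrial thymidine kinase, the difference was 0.60 (p = 0.0162), with KLF9, a Krüppel-like factor, -0.57 (p = 0.0356), and with LHFPL6, listed as LHFP, -0.42 (p = 0.0323). Of 19 probe sets, 14 passed an unadjusted p under 0.01. Of 18 genes of this list measured by their brightest probe set, 3 were higher, 9 were lower and 6 did not pass, and 5 were higher and 11 lower when adjusted over the list alone. The list's median was -0.74 (camera, adjusted p = 0.00595), with adjusted p = 0.234 with an estimated correlation. The study chose these genes on these arrays, so the list is not independent evidence. The array differences followed the paper's qRT-PCR log2 folds of Table S1 across the 19 genes, which are not independent replicates (Pearson r = 0.745, permutation p = 0.00055, adjusted p = 0.0011, Spearman correlation = 0.679, permutation p = 0.0018, adjusted p = 0.0018, 2 relations computed, two-sided). Without the 2 genes farthest from the median qRT-PCR fold, r was 0.701. The direction was the same for 16 genes and the opposite for GEM and ST3GAL6. LLGL1 no longer passed with each array's median subtracted (p = 0.0158). RRP36 no longer passed with each array's median subtracted (p = 0.123) or with quantile normalization (p = 0.0494), and with 1 pair left out in turn it passed in 3 of 10 fits and IDI1 in 6 of 10.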

The qRT-PCR expression differences for the over-expressed and under-expressed genes in the SP compared to the MP were validated for 17/19 genes (Figure 1B). The correlation of data generated with microarray and qRT-PCR were analyzed using Pearsons' and Spearmans' rank correlations analysis (Figure S3 & Table S1, S2). 17/19 genes showed significant correlations between microarray expression data and qRT-PCR expression data resulting in a microarray validation rate of 89.5%. Linear regression plots of two representative genes (KITLG and GEMIN6) are shown in figure 1C.

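KITLG, which encodes stem cell factor, the ligand of the receptor KIT, was lower in SP cells, and GEMIN6, a component of the SMN complex that assembles spliceosomal particles, was higher. The log2 signal of KITLG was 12.90 ± 0.78 in MP and 11.98 ± 0.79 in SP (SD, n = 10), a difference of -0.92 (standard error 0.23, p = 0.00144 from limma), and was lower in 9 of 10 pairs. The signal of GEMIN6 was 8.50 ± 1.38 in MP and 9.66 ± 0.66 in SP, a difference of 1.16 (standard error 0.33, p = 0.00404), and was higher in 10 of 10 pairs. Pair 8 stood far from the others for GEMIN6, with a difference of 4.22 against 0.05 to 1.37 in the other pairs, and without it the difference was 0.82 (p = 0.00115). The call of GEMIN6 ended with the paired t-test (p = 0.0112), with quantile normalization (p = 0.0115) and with each array's median subtracted (p = 0.0202).

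**Figure D3:**
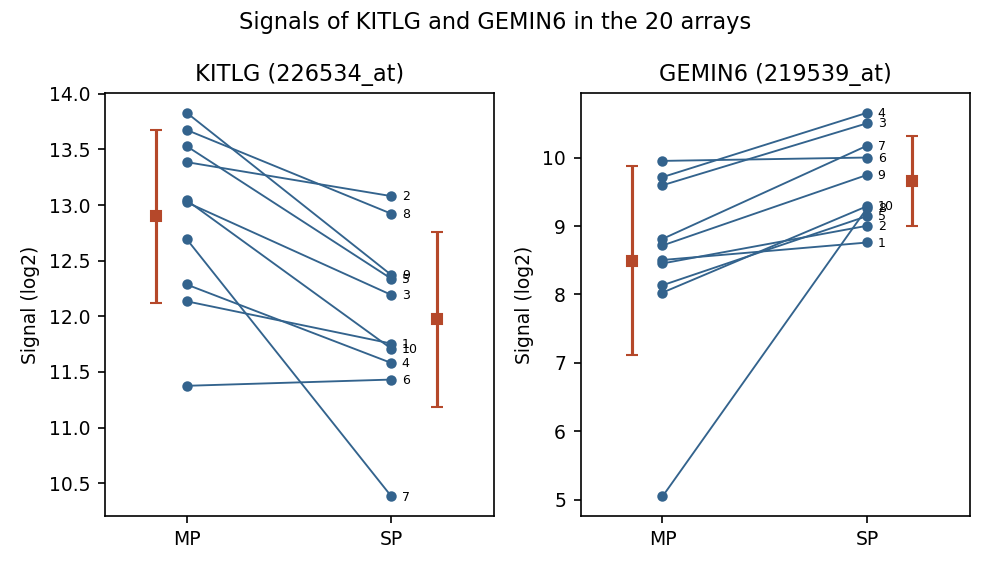
Log2 signals of KITLG and GEMIN6 in MP and SP. Lines join the 2 arrays of a patient, numbered by pair, and squares with bars give the mean and SD of 10 arrays. KITLG falls from a mean of 12.90 to 11.98, and GEMIN6 rises from 8.50 to 9.66 with the steepest line in pair 8.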

### Identification of signaling pathways contributing to ovarian cancer SP cell survival, self-renewal and tumor maintenance

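More probe sets were lower than higher in SP at an unadjusted p under 0.01. Few EGF family, cholesterol synthesis, and Wnt and TGF-β genes passed, and those were lower, while no target of NRF2, the regulator of the antioxidant response, did. Of 7 EGF family ligands and receptors measured by their brightest probe sets, 1 was lower, none was higher and 6 did not pass. The lower one was NRG1, a ligand of ERBB receptors, with a difference of -0.78 (standard error 0.24, p = 0.00623, lower in 10 of 10 pairs). HBEGF, another ligand, differed by -0.81 (p = 0.0116). Probe sets of Table S4 passed the paired t-test on all pairs for EGFR (-0.80 and -0.63, p = 0.000276 and 0.00314) and HBEGF (p = 0.00277). The median of this list was -0.53 (camera, adjusted p = 0.0144), with adjusted p = 0.218 with an estimated correlation, and it was -0.20 without pair 7 (adjusted p = 0.0482). Of 12 genes of cholesterol synthesis, IDI1 and LSS, the lanosterol synthase, were lower, none was higher and 10 did not pass. LSS differed by -0.70 (standard error 0.22, p = 0.00606, lower in 9 of 10 pairs), and the list's median was -0.29 (camera, adjusted p = 0.00638), with adjusted p = 0.326 with an estimated correlation. Of 20 Wnt and TGF-β receptors and ligands, BAMBI, FZD5, a Wnt receptor with a difference of -1.05 (standard error 0.29, lower in 9 of 10 pairs), and TGFBR3, a co-receptor of TGF-β with -0.89 (standard error 0.29, lower in 9 of 10), were lower and 17 did not pass. The median of that list was -0.05, and 0.02 with quantile normalization (camera on the deposited scaling, adjusted p = 0.153). None of 15 NRF2 target genes passed. SLC7A11, a cystine transporter, differed by 1.01 (p = 0.0118), HMOX1, heme oxygenase, by 0.91 (p = 0.0209), NQO1, a quinone reductase, by 0.71 (p = 0.0165) and CBR1, a carbonyl reductase, by 0.59 (p = 0.0103). The first 3 passed with quantile normalization (p = 0.00721, 0.00967 and 0.00589) and CBR1 by the paired t-test (p = 0.00487). The list's median was 0.21 (camera, adjusted p = 0.00147), with adjusted p = 0.379 with an estimated correlation, and it was 0.36 without pair 1 and 0.03 with each array's median subtracted. When adjusted over the list alone, 2 EGF family, 2 cholesterol synthesis, 2 Wnt and TGF-β and 0 NRF2 genes were lower and none was higher. With 1 pair left out in turn, NRG1 passed in 3 of 10 fits, LSS in 6 and TGFBR3 in 2. These 4 lists were chosen after Table S4 had been read. In the fit without pairs 1 and 5, which chose the brightest probe sets anew, the medians of the EGF and cholesterol lists were -0.39 and -0.17 (camera, adjusted p = 0.0534 and 0.0998). With the probe sets chosen on all pairs they were -0.66 and -0.25 in these 8 pairs, and the EGF mean was below 0 in each of them (exact sign-flip permutation test, p = 0.00781). Of the 692 probe sets with an unadjusted p under 0.01, 64.9% were lower in SP (95% Wilson interval 61.3 to 68.3, for counting error only, since probe sets are not independent). The share was 80.1% with quantile normalization (123 higher, 496 lower) and 92.2% with each array's median subtracted (65 higher, 768 lower). It turned with the filter, to 39.2% with no filter (580 higher, 374 lower) and to 22.2% among the 16964 probe sets of highest variance (210 higher, 60 lower).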

Of the 438 differentially regulated genes, slightly more were underexpressed (68%) in SP cells compared to MP cells. 

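Gene groups of cell division, protein synthesis and energy metabolism showed few or no members past the test in SP against MP. None of 31 proliferation genes measured passed an unadjusted p under 0.01. CDK1, the mitotic kinase, differed by -0.46 (p = 0.0350 from limma), PLK1, another mitotic kinase, by 0.60 (p = 0.0580) and CCNB1, a cyclin, by -0.24 (p = 0.206). The median of this list was 0.03 (-0.13 without pair 7, camera, adjusted p = 0.0160). None of 50 cytosolic ribosomal proteins, 75 mitochondrial ribosomal proteins and 76 subunits of the respiratory chain passed, with medians of -0.01, 0.07 and -0.02. Among them, MRPL16 differed by 0.55 (p = 0.0156, higher in 9 of 10 pairs) and NDUFA5, of complex I, by -0.48 (p = 0.0194, lower in 9 of 10). The mitochondrial ribosomal list had an adjusted p = 0.0839 from camera, adjusted p = 0.831 with an estimated correlation, a mean above 0 in 7 of 10 pairs (exact sign-flip permutation test, p = 0.445) and a median of -0.11 with each array's median subtracted. It passed with the paired t-test, array weights, quantile normalization, the 16964 probe sets of highest mean and the mean of a gene's probe sets (camera, adjusted p from 0.0264 to 0.04998). Without pairs 1 and 5 its median was 0.15 (camera, adjusted p = 0.00518). Without pair 1 alone the median was 0.16 (adjusted p = 0.000338), and without pair 3 it was 0.12 (adjusted p = 0.00904). Among 365 zinc finger (ZNF) genes, many of which encode transcription factors, 5 were higher and 6 lower. ZNF224 was higher by 1.09 (standard error 0.28, higher in 9 of 10 pairs), ZNF280B by 0.85 (standard error 0.20, higher in 10 of 10) and ZNF500 by 0.82 (standard error 0.21, higher in 9 of 10), and ZNF670 differed by -1.09 (standard error 0.29, lower in 8 of 10). Of 12 heat shock proteins, HSPB8, a small chaperone, was lower by a difference of -0.86 (standard error 0.25, p = 0.00424, lower in 8 of 10 pairs) and 11 did not pass. None of 16 hypoxia response genes passed. The medians of these 3 lists were 0.03, 0.03 and -0.02 (camera, adjusted p = 0.992, 0.875 and 0.153), all within 0.1 of 0 over all pairs under the deposited scaling. The hypoxia median was -0.20 without pair 8, and the heat shock median 0.11 without pair 1. No member of these 7 lists passed when adjusted over the list alone. The calls of ZNF280B and ZNF500 ended with each array's median subtracted (p = 0.0257 and 0.0173) and that of ZNF280B also with quantile normalization (p = 0.0143), and with 1 pair left out in turn HSPB8 passed in 6 of 10 fits. The Gene Ontology enrichment itself was not analysed here.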

The differentially expressed gene signature was enriched for genes in Gene Ontology biological processes (*P*<0.01) of apoptosis, cell cycle, cell proliferation, transport, signal transduction, transcription, translation, protein modification, metabolism and proteolysis (Figure 2A). A major part of the genes were not assigned with any biological functions, and it may contain novel genes associated with potential stem-like cell characteristics. To identify signaling pathways associated with SP cell survival and differentiation the microarray data was analyzed using Pathway Studio 6.0 (Ariadne Genomics). Data mining for biologically relevant processes shows the biological processes associated with the differentially expressed genes (Figure 2B). Genes implicated in normal stem cell function NUP [40], ST3GAL [41], LTBP [42] were upregulated in SP. 

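NUP50, a nucleoporin, and LTBP1, which binds latent TGF-β in the matrix, had higher mean signals in SP but did not pass an unadjusted p under 0.01. By the probe set of Table S4, NUP50 differed by 0.37 (standard error 0.24, p = 0.155 from limma, higher in 8 of 10 pairs), and by its brightest probe set by 0.21 (p = 0.267). Pair 5, whose SP array stands apart, lay at -1.46 for the probe set of Table S4 against -0.04 to 1.15 in the other pairs. Without pairs 1 and 5, an alternative chosen after the data were seen, the difference was 0.64 (p = 0.00587). LTBP1 differed by 0.36 (standard error 0.24, p = 0.153, higher in 8 of 10 pairs). Of 51 measured members of the families that the study names for stem cell function (NUP, ST3GAL, LTBP, KLF, TLE, NFAT and ATRX), none was higher, 2 were lower and 49 did not pass, and none passed when adjusted over the list alone. The mean over the list was -0.13 ± 0.16 (SD, n = 10 pairs) and below 0 in 10 of 10 pairs (exact sign-flip permutation test, two-sided, p = 0.00195, adjusted p = 0.0202 over 31 lists). Its median was -0.05 (camera, adjusted p = 0.0839, and 0.326 with an estimated correlation, false discovery rate from fry 0.161), -0.09 without pair 7 (adjusted p = 0.0359) and 0.05 without pairs 1 and 5. The mean over those 8 pairs, with the probe sets chosen on all pairs, was -0.08 (exact sign-flip permutation test, p = 0.00781, the smallest that 8 pairs allow). The families are the study's own choice on these arrays and are not independent evidence.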

Apart from this; SP cells were demonstrating different genes associated with an active anti apoptosis mechanism (Figure 2B).

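BCL2L11, BIK, PMAIP1, FAS and FOXO3, which promote apoptosis, were lower in SP at an unadjusted p under 0.01. They are 5 of 23 pro-apoptotic genes measured, of which none was higher and 18 did not pass. BCL2L11 (BIM), which opposes BCL2, differed by -1.22 (standard error 0.26, p = 0.00034 from limma, lower in 10 of 10 pairs). BIK, another BH3-only protein, differed by -1.71 (standard error 0.45, lower in 10 of 10 pairs) with pair 7 at -5.80, and by -1.25 (p = 0.000756) without that pair. PMAIP1 (NOXA), a BH3-only target of p53, differed by -1.41 (standard error 0.38, lower in 8 of 10 pairs). The same number of genes, 5, was lower when adjusted over the list alone. The list's median was -0.01 and its mean -0.20 (camera, adjusted p = 0.147), below 0 in 8 of 10 pairs (exact sign-flip permutation test, p = 0.164). With 1 pair left out in turn, the median ranged from -0.22 (without pair 8) to 0.02 (without pair 10). None of 11 anti-apoptotic genes passed by its brightest probe set, also when adjusted over the list alone. Their median was -0.06, and -0.36 without pair 8, and their mean was -0.17 (camera, adjusted p = 0.308), below 0 in 8 of 10 pairs (exact sign-flip permutation test, p = 0.0430, adjusted p = 0.133). The difference between the lists was not tested. Among the anti-apoptotic genes, MCL1 differed by -0.41 (p = 0.0516) by its brightest probe set and by -0.94 (p = 0.00116, lower in 10 of 10 pairs) by that of Table S4, which was chosen after its values were seen, BCL2A1 by -0.88 (p = 0.0177) and CFLAR, an inhibitor of CASP8, by -0.42 (p = 0.101). BCL2A1 passed without pair 4, with a difference of -1.11 (p = 0.00268), with quantile normalization (p = 0.00819) and with each array's median subtracted (p = 0.00573). Of 15 p53 target genes, PMAIP1, FAS and PPM1D, a phosphatase that restrains p53, were lower, also when adjusted over the list alone, and 12 did not pass. PPM1D differed by -0.71 (standard error 0.22, p = 0.00601) and ZMAT3 by -0.55 (p = 0.0140, lower in 10 of 10 pairs). The median of the p53 list, chosen after Table S4 had been read, was -0.41 (camera, adjusted p = 0.000174), with adjusted p = 0.326 with an estimated correlation, and -0.25 without pair 7. The mean of this list was below 0 in 6 of 10 pairs (exact sign-flip permutation test, p = 0.0488, adjusted p = 0.138). With 1 pair left out in turn, PPM1D passed in 4 of 10 fits, and FAS and FOXO3 by their brightest probe sets in 3 of 10 each. These probe sets of FAS and FOXO3 passed with each array's median subtracted (p = 0.00474 and 0.00369). They did not pass with quantile normalization (p = 0.0222 and 0.0295) or without pairs 1 and 5 (p = 0.0187 and 0.0181). Without pairs 1 and 5 the call of BIK also ended (p = 0.0127).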

**Figure 2:**
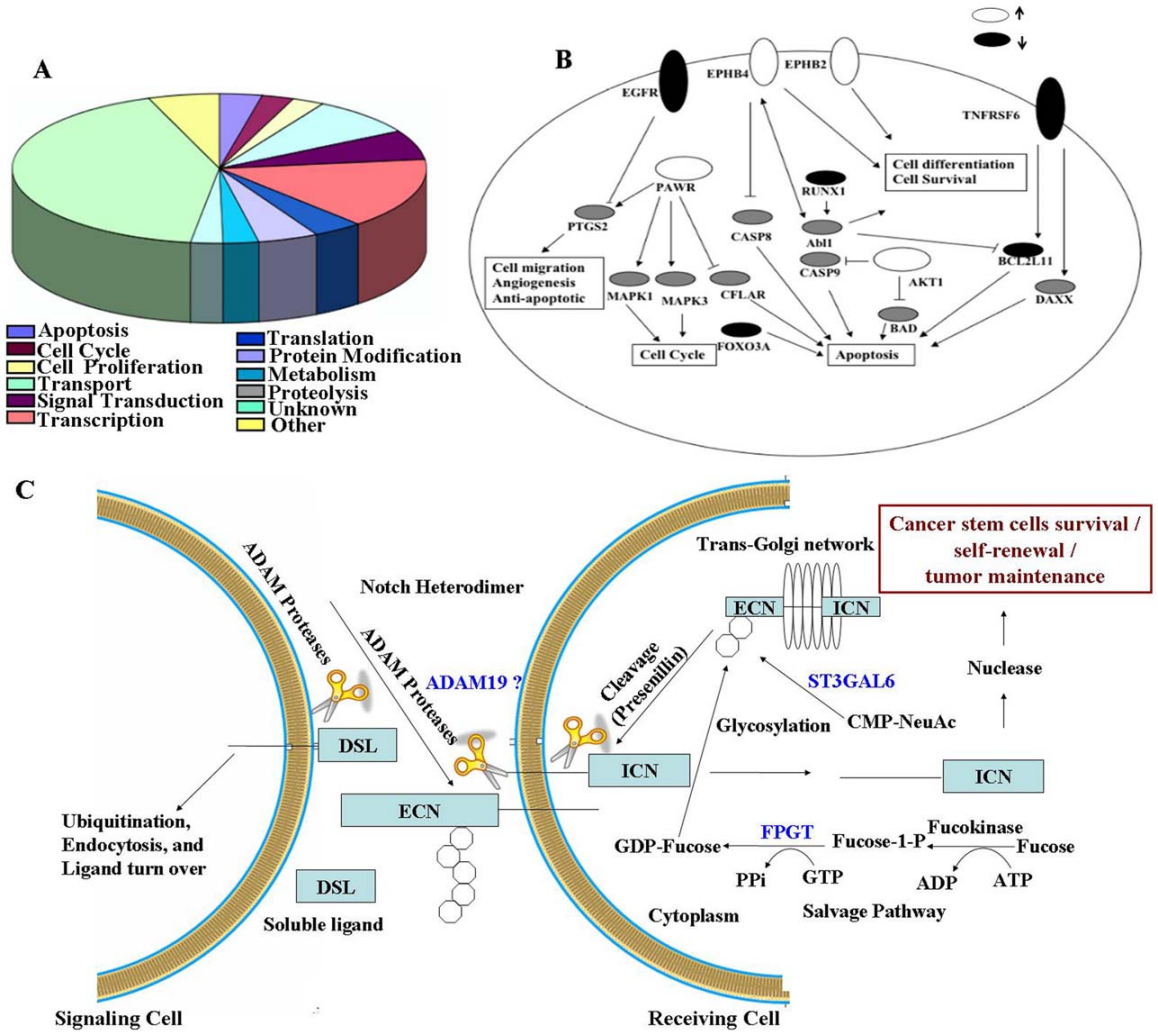
Identification of putative signaling events contributing to ovarian cancer SP cell survival, self-renewal and tumor maintenance. (A) Gene ontology analysis of microarray data (P value<0.01): The pie diagram shows the biological functions of the differentially expressed genes among SP and MP cells. The gene signature was enriched for genes in gene ontology biological processes of apoptosis, cell cycle, cell proliferation, transport, signal transduction, transcription, translation, protein modification, metabolism and proteolysis. Other represents genes involved in defense response, vasculogenesis, blood coagulation, visual perception, ontogenesis, cell matrix adhesion, and initiation of primordial ovarian follicle growth. (B) Graphical representation of the literature derived facts about the biological pathways involved in SP cells. Pathway Studio 6.0 software was used to identify the activated pathways in SP cells. Solid symbols representing the genes (EGFR, TNFRSF6, BCL2L11, FOXO3A, RUNX1) as down regulated in SP cells, the open symbols represents the upregulated genes (EPHB4, EPHB2, PAWR, AKT1) and gray symbols are the genes whose expression did not change significantly between SP and MP cells. (C) The Notch signaling pathway: The figure shows the schematic of Notch signal transduction elements. The overexpressed proteins in SP cells (FPTG, ST3GAL6 and ADAM19) are shown in blue color. Post-translational modification of precursor Notch-protein includes cleavage by proteases and glycosylations in the trans-Golgi. Adherence of Notch extracellular domain (ECN) with Notch intracellular domain (ICN) results in mature Notch heterodimers and they are transferred to the cell membrane. Receptor interaction with the ligands of the DSL family (Delta, Serrate, Lag3) on neighboring cells is modulated by glycosylations of ECN. Successful interaction of extracellular ligand regions with EGF-like repeats of ECN lead to the proteolytic cleavages of Notch transmembrane domain by two sequential steps by ADAM proteases and presenilins with γ–secretase activity. The released Notch intracellular domain is translocated to the nuclease where it interacts with CSL1, replacing CSL repressors and forming a transcription complex with Mastermind-like factors and transcriptional coactivators. This transcriptional complex activates downstream target genes and may account for cancer stem cell survival, self-renewal and tumor maintenance in ovary.

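EPHB4, a receptor tyrosine kinase of the ephrin system, was higher in SP, and EGFR, the death receptor FAS (TNFRSF6) and the transcription factor FOXO3 were lower. EPHB4 rose from a log2 signal of 8.66 ± 0.63 in MP to 9.57 ± 0.34 in SP (SD, n = 10), a difference of 0.91 (standard error 0.20, p = 0.000441 from limma, higher in 10 of 10 pairs). EGFR differed by -0.80 (standard error 0.19, p = 0.000822, lower in 10 of 10 pairs) and -0.63 (p = 0.00641) by the probe sets of Table S4, and by -0.44 (p = 0.0705) by its brightest probe set. FAS differed by -0.98 (standard error 0.24, p = 0.00114, lower in 10 of 10 pairs) by the probe set of Table S4 and by -0.86 (p = 0.00953) by its brightest. For FOXO3 these differences were -0.92 (standard error 0.26, p = 0.00311, lower in 8 of 10 pairs) and -0.78 (p = 0.00960). PAWR, a pro-apoptotic protein, differed by 0.32 (standard error 0.17, p = 0.0726, higher in 8 of 10 pairs) by the probe set of Table S4, with p = 0.00724 by the paired t-test, and by 0.43 (p = 0.277) by its brightest. AKT1, a survival kinase, had a log2 signal of 8.57 in MP and 8.58 in SP, a difference of 0.01 (standard error 0.47, p = 0.988, higher in 6 of 10 pairs), of 0.43 (p = 0.338) without pairs 1 and 5, and of -0.36 (p = 0.368) without pair 8. Of 15 genes of Figure 2B measured, EPHB4 was higher, BCL2L11, FAS and FOXO3 were lower by their brightest probe sets and 11 did not pass, with the same counts when adjusted over the list alone. The list's median was -0.07 (camera, adjusted p = 0.147), and the study chose the list on these arrays, so it is not independent evidence. With 1 pair left out in turn, the EGFR probe set at -0.63, the brightest of FAS and the brightest of FOXO3 each passed in 3 of 10 fits, and without pairs 1 and 5 the Table S4 probe set of FOXO3 had p = 0.0103.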

We have identified several genes that may impart stemness characteristics to ovarian SP cells. Due to the heterogeneity of the cell population in the SP, we anticipate that clear pathways may not be obviously present. 

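FPGT, which forms GDP-fucose in the salvage pathway, was higher in SP, and ADAM19, a membrane metalloprotease, had a higher mean that did not pass an unadjusted p under 0.01. FPGT differed by 0.67 (standard error 0.20, p = 0.00473 from limma, higher in 9 of 10 pairs). ADAM19 differed by 0.82 (standard error 0.31, p = 0.0188, higher in 9 of 10 pairs). Pair 1, whose SP array stands apart, was the pair with lower ADAM19, and without it the difference was 1.06 (p = 0.0012). ST3GAL6, a sialyltransferase, differed by -0.06 (standard error 0.45, p = 0.903, higher in 6 of 10 pairs) by the probe set of Table S4 and by 0.35 (standard error 0.22, p = 0.133, higher in 7 of 10 pairs) by its brightest probe set. The differences of the first ST3GAL6 probe set had an SD of 1.65 over pairs, and with each pair left out in turn they averaged between -0.31 and 0.29, and without pairs 1 and 5 0.51. The call of FPGT ended with quantile normalization (p = 0.0382), each array's median subtracted (p = 0.0788), an intensity trend, array weights or no filter. It also ended with pair 2, 3, 5, 7, 9 or 10 left out in turn (p up to 0.0141), and without pairs 1 and 5 (0.63, p = 0.0166).

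**Figure D4:**
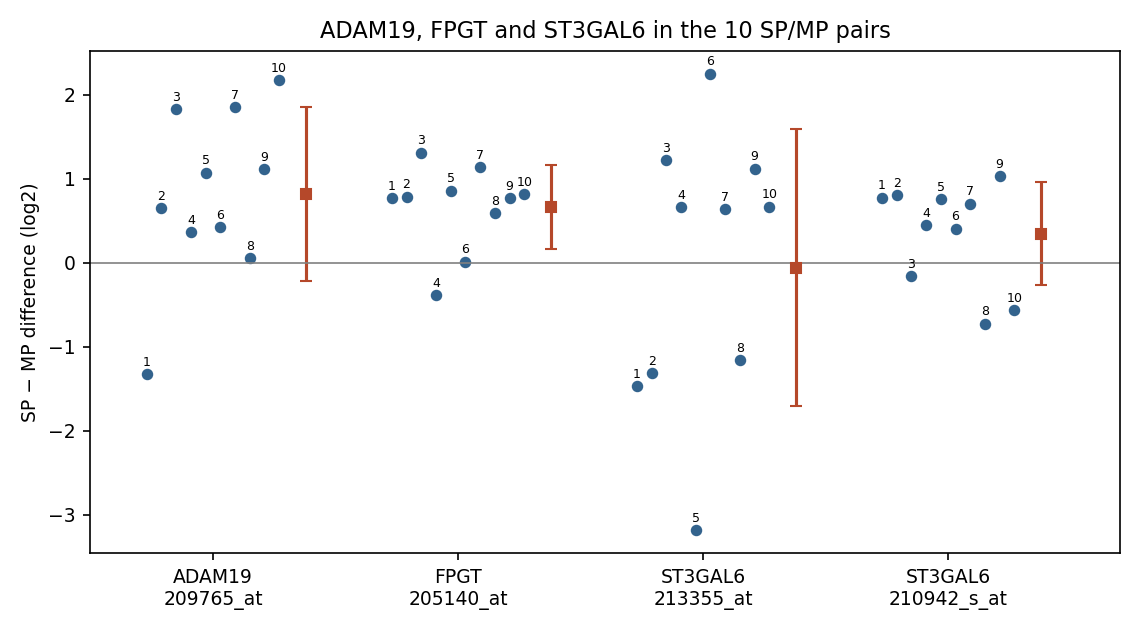
SP minus MP difference (log2) of ADAM19, FPGT and both ST3GAL6 probe sets in the 10 pairs. Points are pairs, with the pair's number, and squares with bars give the mean and SD. ADAM19 and FPGT lie above 0 in 9 of 10 pairs, and the ST3GAL6 probe set of Table S4 in 6 of 10.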

ADAM19, FPGT and ST3GAL6 were found to be over expressed in SP cells and may be potential cancer stem-like cell related genes. Based on the expression profile of FPGT, ST3GAL6 and ADAM19 in SP gene signature list, we propose a probable mechanism, which may be active in the SP cells that accounts for the SP cell survival, differentiation and tumor maintenance in ovary (Figure 2C). 

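Around these enzymes, most target genes of Notch had differences below 0 that did not pass the test, and receptors, ligands and processing enzymes of the pathway went both ways. Of 23 Notch pathway components measured, FPGT was higher, LFNG, a fringe glycosyltransferase that modifies Notch receptors, was lower and 21 did not pass an unadjusted p under 0.01. LFNG differed by -1.07 (standard error 0.29, p = 0.00286 from limma, lower in 9 of 10 pairs). DLL1, a Notch ligand, differed by -0.85 (p = 0.0177, lower in 8 of 10 pairs), and by -1.11 (p = 0.000734) without pair 5. PSENEN, a subunit of γ-secretase, differed by 0.19 (p = 0.477). None passed when adjusted over the list alone, and the median (0.11) and mean (-0.05) of the list differ in sign (camera, adjusted p = 0.899). None of 7 Notch target genes passed, also when adjusted over the list alone. HEY1 differed by -0.80 (standard error 0.28, p = 0.0150, lower in 9 of 10 pairs), NRARP by -0.76 (standard error 0.30, p = 0.0241, lower in 7 of 10), HES1 by -0.64 (standard error 0.26, p = 0.0307, lower in 8 of 10) and NOTCH1 by -0.56 (standard error 0.27, p = 0.0530, lower in 7 of 10). HEY1 passed without pair 4, with a difference of -0.92 (p = 0.00813), with an intensity trend and among the 16964 probe sets of highest mean. HEY1 and NRARP passed with each array's median subtracted (p = 0.0053 and 0.00758). The median of the target list was -0.64 (camera, adjusted p = 0.00412), with adjusted p = 0.326 with an estimated correlation. Its mean was below 0 in 7 of 10 pairs (exact sign-flip permutation test, two-sided, p = 0.0430, adjusted p = 0.133 over 31 lists). With no filter on low signals the median was -0.21 (camera, adjusted p = 0.0679). From the place of FPGT, ST3GAL6 and ADAM19 in the SP gene list, the paper proposes a mechanism in which GDP-fucose synthesis, sialylation and cleavage of the receptor activate Notch signaling in SP cells (Figure 2C).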

The figure shows the involvement of three enzymes in activation of Notch signaling pathway. FPTG activates the synthesis of GDP-fucose and which was incorporated to the Notch receptors by fucosyl transferases. The enzyme ST3GAL6 can activate the addition of terminal sialic acid residue, further the proteolytic cleavages of Notch transmembrane domain on the outside of the cell was catalyzed by ADAM19.

### Identification of side population (SP) cells from ovarian cancer cell lines

We identified SP cells from four human ovarian cancer cell lines using flow cytometric analysis of the exclusion of DNA binding dye, Hoechst33342. As a control we used Verapamil, which blocks the activity of drug transporter proteins, preventing them from effluxing the dye. Figure 3A shows the fluorescent-activated cell sorting profile of SKOV3 and A224 ovarian cancer cell lines. The gated SP cells are outlined and shown as the percentage of the total cell population. The SP is ablated when verapamil is included in the Hoechst incubation. We detected SP cells in all four cancer cell lines evaluated, SKOV3 (1.54%), A224 (1.02%), OVCAR-3 (0.08%), and UCI-107 (0.12%). Further to check the authenticity of side population cells isolated, qRT-PCR was carried out on randomly selected genes from patient SP gene list (ADAM19, FPGT, ST3GAL6, LLGL1 and TK2). All genes were well validated on SP cells isolated from SKOV3 supporting the enrichment of cancer stem-like cells in isolated cells of side populations (Figure 3B). The over expression of ADAM 19 and FPGT in SP cells were validated at protein level using immunoflourescence and western blotting methods respectively (Figure S4). To validate the Notch pathway genes identified using pathway studio, we evaluated the Notch target genes using qRT-PCR in the SP and MP populations. A significant upregulation of Notch target genes including *HES1* and *NOTCH1* was detected in SP population in compared to MP counterpart (Figure S5).

**Figure 3:**
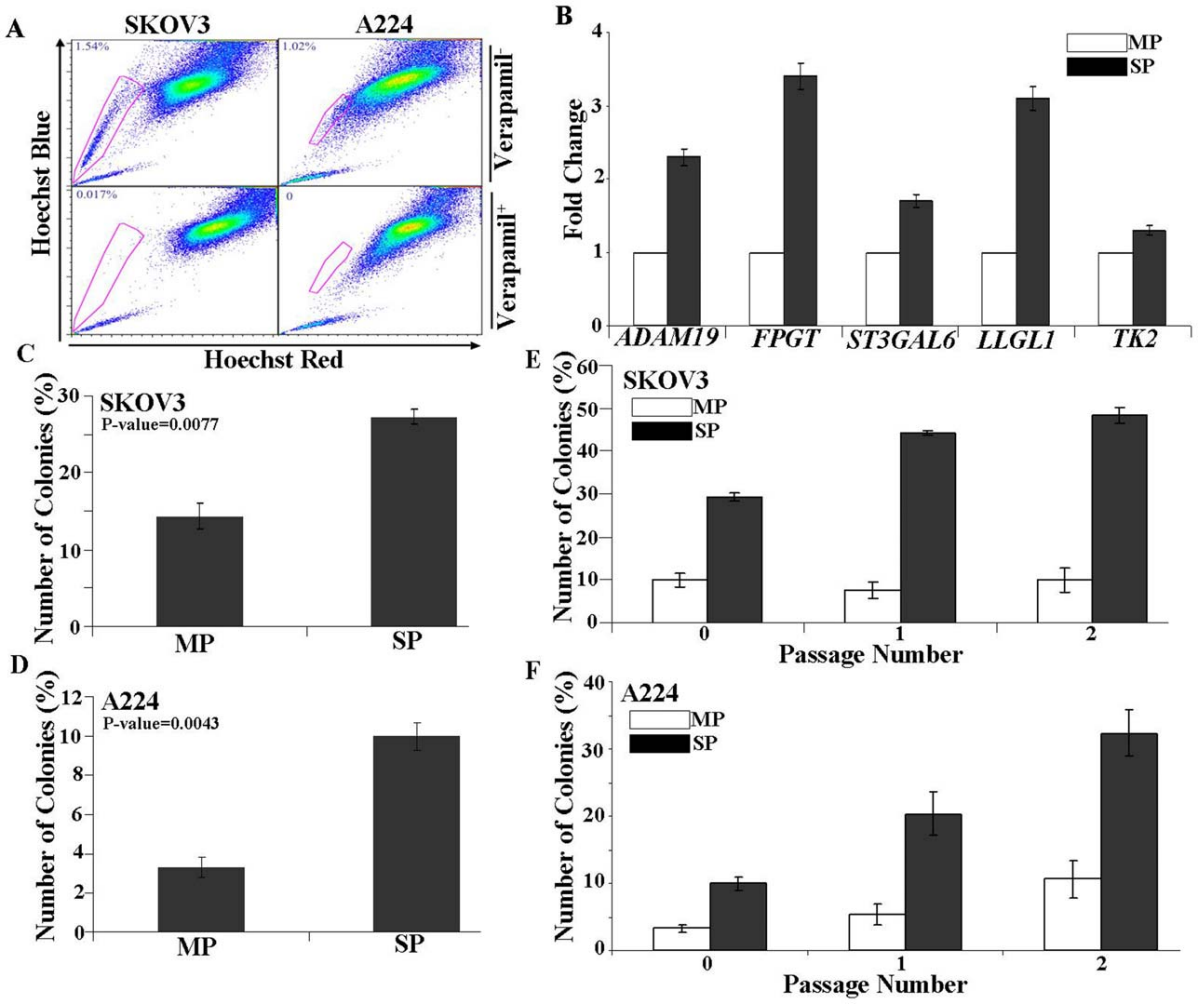
Identification and validation of side population cells from ovarian cancer cell lines. (A) Identification of SP cells in established human ovarian cancer cell lines. SKOV3 and A224 cell lines were labeled with Hoechst 33342 dye and analyzed by flow cytometry. The SP cells, which disappeared in the presence of Verapamil (a multidrug transporter inhibitor), are outlined and shown as the percentage of the total cell population. Similar results were obtained for three independent measurements. (B) Validation of randomly selected genes from the SP gene list on the SP and MP cells isolated from the SKOV3 cell lines. (C, D) Colony forming efficiency assay: Colony forming efficiency of sorted SP and MP cells from SKOV3 and A224 cell lines. For the analysis of colony forming efficiency (CFE), SP and MP cells were sorted and plated in equal numbers in tissue culture six well plates and grown for 14 days. The cells were then fixed with cold methanol and stained with 0.5% crystal violet solution to count the number of colonies by microscopy. The experiments were carried out in triplicates. (E, F) Passage Number: Colony forming efficiency of sorted SP and MP cells from SKOV3 and A224 cell lines were evaluated as a function of passage number. Cells were fixed with cold methanol and stained with 0.5% crystal violet.

### Biological validation of SP cells isolated from cell lines

The colony forming efficiency (CFE) of SP and MP cells isolated from SKOV3 and A224 cell lines were evaluated. SKOV3 MP cells had a CFE of 13.0±2.0% compared to a CFE of 27±1.0% for the SP cells (*P = 0.0077*) (Figure 3C). A224 MP cells showed a CFE of 3.0±1.0% compared to a CFE of 9.0±1.0% for the SP cells (*P = 0.0043*) (Figure 3D). The unstained colonies of SP and MP cells of SKOV3 from these plates were trypsinized and the cells were again plated in a six well tissue culture plate at 100 cells per well and grown for another 14 days and the CFE was estimated. SKOV3 MP cells had a CFE of 8.0±1.5% compared to a CFE of 44.0±4.0% for the SP cells. The original 2-fold difference in CFE between MP and SP of SKOV3 found to be increased to 5–fold after first passage (*P<0.001*) (Figure 3E). A similar trend was observed for A224 SP cells (Figure 3F). The increase in CFE as a function of passage indicates the enrichment of cancer stem-like cells present in the SP fraction of SKOV3 and A224, and its capability for sustained expansion.

To assess the anchorage independent growth of SP and MP cells from each cell lines, its ability to form colonies in soft agar were evaluated. The A224 SP cells formed approximately 90 colonies/5000 cells per dish, whereas A224 MP cells formed a couple of colonies only (*P<0.001*) yielding a plating efficiency of 1.8% to the SP cells. In case of SKOV3 cells, the plating efficiencies were 4.8% and 1.6% for SP and MP cells respectively (Figure 4A, B).

**Figure 4:**
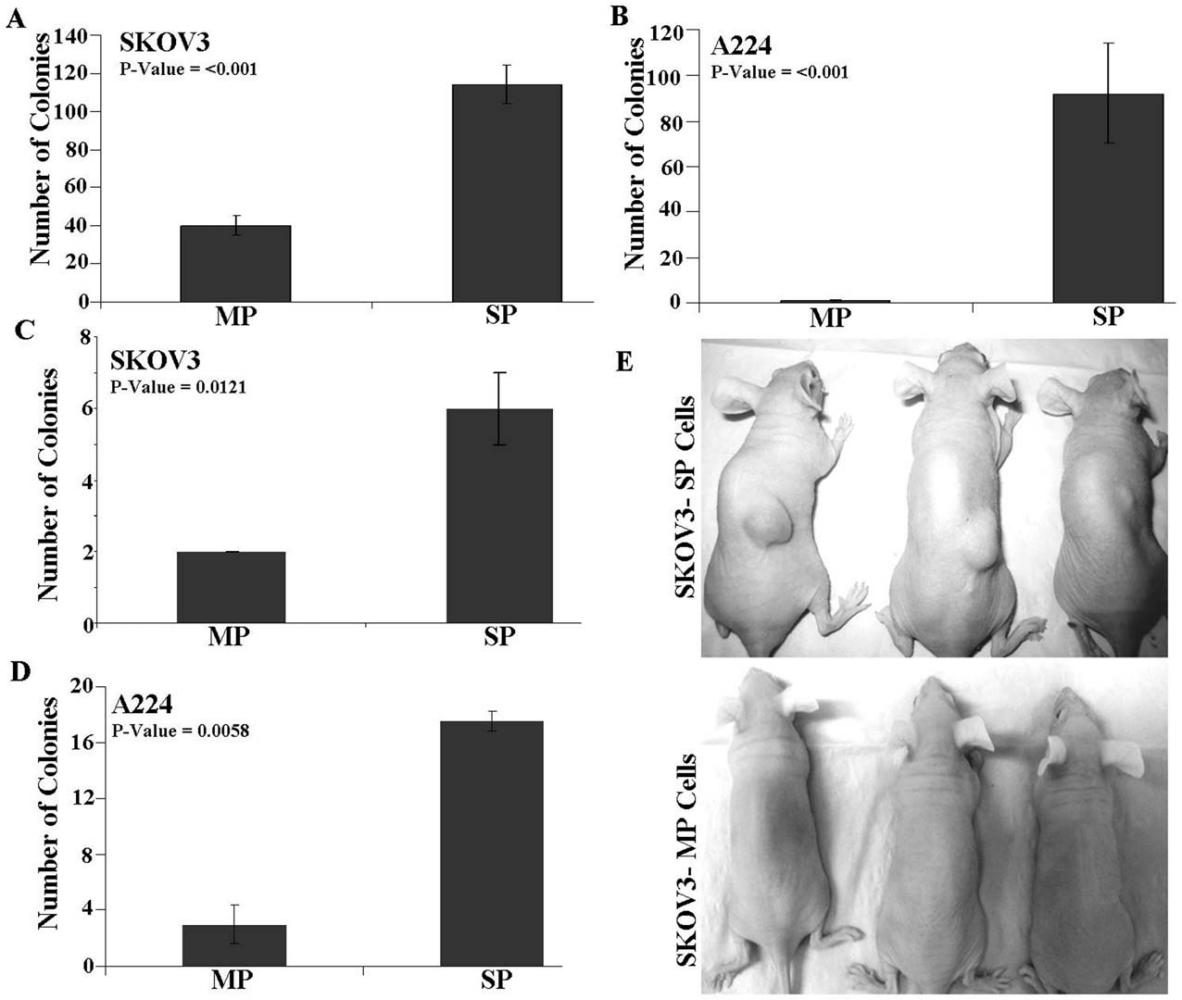
Biological validation of SP cells isolated from ovarian cancer cell lines. (A, B) Anchorage independent growth of the sorted SP and MP cells from SKOV3 and A224 cell lines. (C, D) Single cell assay in 96 well plates: Single cells of A224 and SKOV3 SP and MP cells were cultured in individual wells. The single cells were allowed to grow for 14 days and the colony forming efficiency was estimated using crystal violet staining. (E) *In vivo* tumor growth of SKOV3 SP and MP cells in female athymic nude mice.

To ascertain single cell cloning efficiencies of SP and MP cells, single cell cultures of A224 and SKOV3 SP and MP cells were prepared using FACS into 96 well plates. The plates were allowed to grow for 14 days and the colony forming efficiency was estimated using crystal violet staining method. A224 MP cells had a CFE of 3.0±1.5% compared to a CFE of 17±1.0% for the A224 SP cells (*P = 0.005*), whereas SKOV3 MP cells had a CFE of 2.0% compared to a CFE of 6.0±1.0% for the SKOV3 SP cells (Figure 3C, D). In addition the colonies generated from SP cells were grown to more than 80% of each well while the colonies formed from the MP fractions were demonstrated limited growth in the wells (Figure S6).

To evaluate the *in vivo* tumorigenic potential of SP and MP cells from SKOV3, 5×10^4^ cells in 100 µL PBS were injected subcutaneously into the dorsal area of the nude mice. Tumor growth was noticed in three of three animals at 8 weeks after injection in SP cells, whereas animals injected with equal number of MP cells had no detectable tumors at that time (Figure 4E). To elucidate whether SP cells self renew and generate MP cells, sorted SP cells and MP cells were cultured separately under the same conditions for 8 days before being restained with Hoechst 33342 dye and reanalyzed. The results show that SP cells from both cell lines regenerated SP and MP, but the MP cells from both cell lines produced only MP cells (Figure 5A).

**Figure 5:**
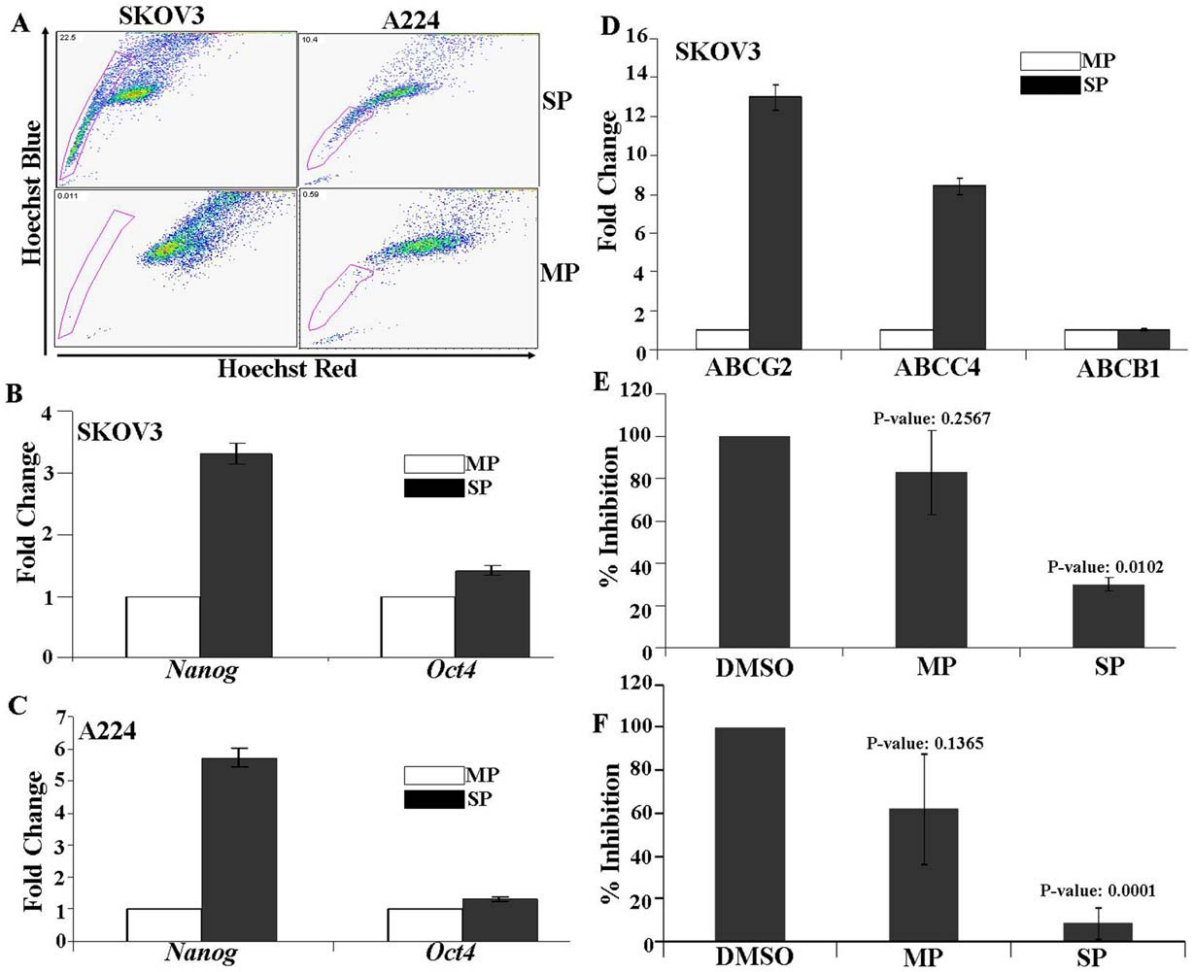
Validation of SP cells from cell lines and the effect of GSI-IX inhibitor on SP cells colony forming efficiency. (A) Repopulation Assay: The SKOV3 and A224 cells were stained with Hoechst 33342 dye and sorted for SP and MP populations. The cells were cultured for 8 days for repopulation, and then reanalyzed by flow cytometry. This demonstrated the enrichment of SP cells (22.5% and 10.4% for SKOV3 and A224 resp.) with a capacity to regenerate to MP cells. (B, C, D) qRT-PCR analysis for stem cell marker genes and transporter genes (p<0.01). To calculate the relative expression for each gene, the 2^−ΔΔCT^ method was used averaging the CT values for the three housekeeping genes (Cyclophilin A, GUSB, GAPDH) for a single reference gene value. (E, F) Inhibitory effect of GSI-IX on Colony forming efficiency of sorted SP and MP cells from SKOV3. Cells were sorted to SP and MP populations and treated with 10 and 20 µg of GSI-IX. The inhibitor carrier DMSO is used as a control.

### Expression of stem cell marker genes, transporter genes and CD markers in SP and MP cells from the SKOV3 and A224 cell lines

Relative mRNA expression levels of stem cell markers (oct4 and nanog) and ABC transporter genes (ABCG2, ABCC4, ABCB1) were evaluated by qRT-PCR in the sorted SP and MP cells from SKOV3 and A224 cell lines. The expression of nanog, a gene associated with self-renewal, is elevated in both SKOV3 and A224 SP cells compared to the MP cells. A marginal upregulation was observed for oct4 in SKOV3 and A224 SP cells (*P<0.01*) (Figure 5B, C). The expression level of three different ABC transporters (ABCG2, ABCC4 and ABCB1) was evaluated. ABCG2 and ABCC4 were significantly up regulated in SKOV3 SP cells compared to its MP counterpart (Figure 5D). ABCG2 and ABCB1 were found to be upregulated in A224 SP cells (Figure S7). CD markers were evaluated using FACS. The relative expression of different cell surface markers on SKOV3 SP and MP cells is provided in table (Table S3). SP and MP cells found to strongly express tumor metastasis marker CD44. Compared to MP cells, the SKOV3 SP cells were showing strong expression of CD24 (gene encodes a sialoglycoprotein). SKOV3 MP cells showed higher expression of CD117/c-kit in compared to SP cells.

### Effect of γ-Secretase inhibitor GSI-IX on SKOV3 SP and MP cells

qRT-PCR using gene specific primers for γ-secretase (PSENEN) identified statistically significant overexpression of the gene in SP population in compared to its MP counterpart (Figure S8). The effect of γ-secretase inhibitors GSI-IX (inhibitor of Notch signaling pathway) on colony forming efficiency was evaluated on the sorted SKOV3 SP and MP cells. A 70% reduction of SP cells CFU efficiency (*P = 0.0102*) was observed at 10 µg of GSI-IX. Whereas at the same concentration a marginal reduction was observed for MP cells, which was found to be statistically insignificant (*P = 0.2567*) (Figure 5E). At a higher concentration of GSI-IX (20 µg) 92% inhibition was observed for SKOV3 SP (*P = 0.0001*) demonstrating the dose dependent sensitivity of SP cells to GSI-IX (Figure 5F).

### Enrichment of SP gene signature in recurrent ovarian cancer patients expression database

It is assumed that the stem cell (and their gene signature) would be enriched in recurrent ovarian cancer specimen. Six patient's expression files for 12 samples (primary and recurrent) and the respective mRNA were evaluated. The expression levels of randomly selected genes from SP gene list were evaluated on primary and recurrent ovarian tumor samples using qRT-PCR. All the genes evaluated were found to be over expressed in recurrent tumor compared to its primary counterpart. Further the tumor samples were categorized into two groups based on the time period of tumor recurrence. Group 1 consists of tumor recurrence observed between 1 to 12 months and group 2 in between 13 to 24 months. The qRT-PCR data shows the expression level of all the genes evaluated were high in group 1 compared to group 2 patients (Figure 6A, B). We found that 72% of SP cell gene signature enrichment for group 1 patients, and the same for group 2 patients were only 39%. Figure 6C shows the SP cell enrichment data for individual patients These results also further validate the enrichment of potential cancer stem-like cells in SP gene expression profile identified from ascites of patients with advanced ovarian cancer.

**Figure 6:**
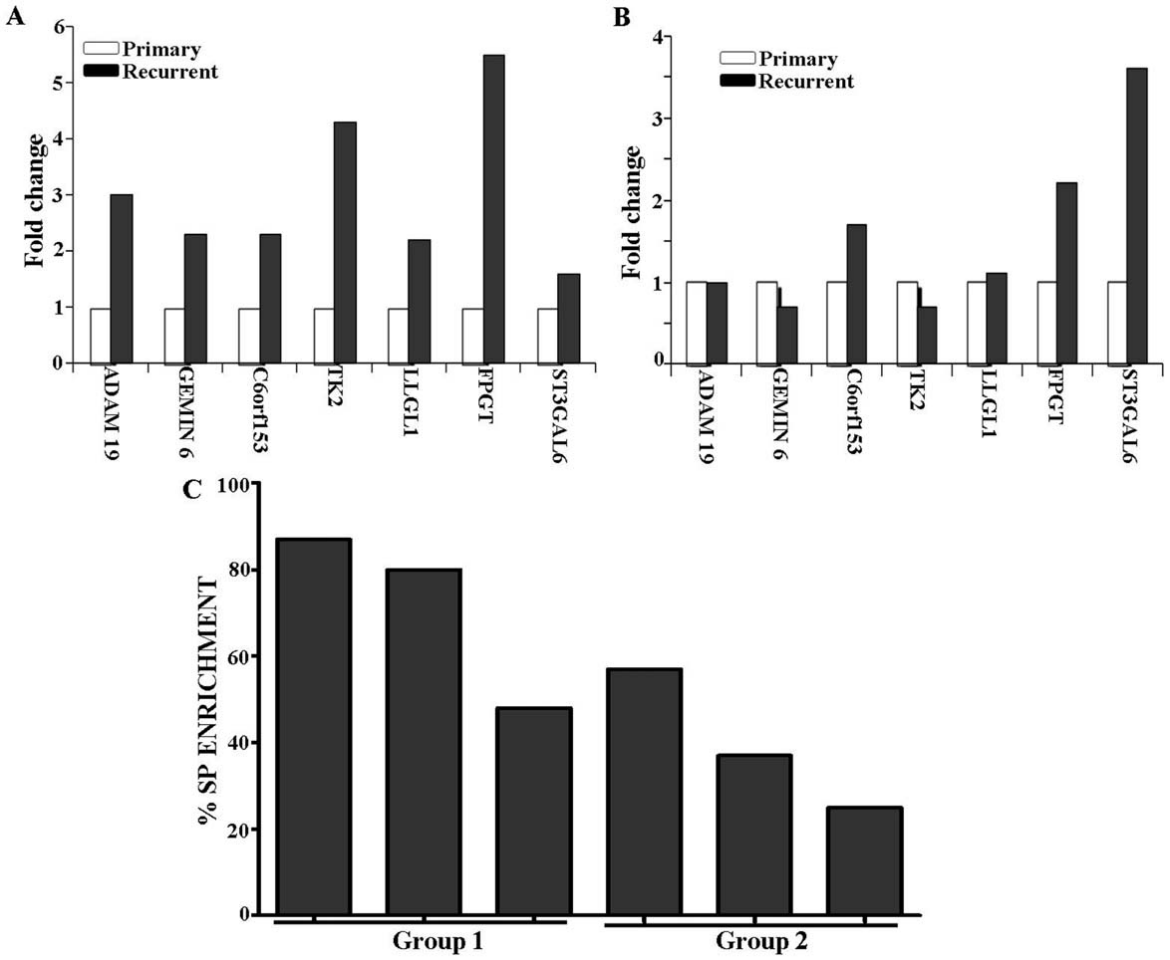
Validation of SP cell signature on ovarian tumor recurrent expression database. (A, B) qRT-PCR Validation of SP cell gene signature in recurrent ovarian cancer specimens. (A) Group 1 consists of tumor recurrence observed between 1 to 12 months and (B) group 2 in between 13 to 24 months. (C) Electronic validation of SP cell gene signature in recurrent ovarian cancer patients.

## Discussion

SP cells are a rare cell population that was initially used for the identification of hematopoietic stem cells and recently has been used to enrich for stem cells in a variety of tissue types [24], [43]. To specifically target SP cells, the knowledge of the basic biology of SP cells and the potential differences that exist between SP cells from the rest of the cell population must be elucidated. This study reports a SP cell gene expression signature from isolated SP of fresh ascites obtained from women with high-grade advanced stage papillary serous ovarian adenocarcinoma using Affymetrix U133 Plus 2.0 microarray platform. The array results identified 438 unique probe sets, which distinguished SP population from the remaining cancer cells (MP) (Table S4). Gene Ontology analysis on the array results revealed that the SP cell genes were associated with distinct biological processes including apoptosis, cell cycle, signal transduction, and cell proliferation which are different from the MP population. To validate the gene signature from the patient specimen and to support that the SP fraction contains stem-like cells we provide several lines of evidence. 1) Randomly selected genes from the patient SP gene list (ADAM19, FPGT, ST3GAL6, LLGL1 and TK2) were validated on SP cells isolated from cell lines. 2) Two stem cell related genes namely Nanog and Oct4 were found to be overexpressed in SP cells from cell lines. Nanog and Oct4 are reported to be transcriptional factors required to maintain the pluripotency and self-renewal of stem cells [44]. 3) The results of increased colony forming efficiency of SP cells isolated from SKOV3 and A224 cell lines compared with MP cells also confirmed the enrichment of potential cancer stem-like cells in SP cells. The CFE as a function of passage indicated the sustained expansion capacity of the SP population in compared to MP. The colony forming capacity of sorted single cells were in good correlation with the results of plate assays. 4) An increase in the anchorage independent growth of SP cells isolated from SKOV3 and A224 cell lines compared with MP cells were noticed. 5) Finally *in vivo* tumorigenic assays in nude mice suggest the SP cells have the potential to initiate the tumor growth at lower numbers.

Data mining for biologically relevant processes using Pathway Studio 6.0 identified overexpressed genes in SP cells that were related to functional cancer stem cell-like phenotypes. Further, the SP genes were enriched for genes associated with stem cell characteristics in different normal tissues. 

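KLF3, a Krüppel-like repressor, and NFAT5, a transcription factor of the osmotic stress response, were lower in SP. KLF3 differed by -0.69 (standard error 0.22, p = 0.00718 from limma, lower in 10 of 10 pairs) and NFAT5 by -0.60 (standard error 0.19, p = 0.0063, lower in 9 of 10 pairs). KLF4, a factor used in reprogramming to pluripotency, differed by -1.01 (standard error 0.34, p = 0.0101, lower in 8 of 10 pairs). The other probe sets of KLF9 differed by -0.75 (p = 0.0208) and -0.86 (p = 0.0114). The one at -0.86 passed with quantile normalization (p = 0.00425) and with each array's median subtracted (p = 0.00284). TLE4, a Groucho corepressor, differed by -0.57 (p = 0.0128, lower in 8 of 10 pairs), and TLE1 by -0.45 (p = 0.0260) by the probe set of Table S4 and -0.08 (p = 0.680) by its brightest. By the paired t-test, TLE4 (p = 0.00617) and the TLE1 probe set of Table S4 (p = 0.00667) passed. ATRX, a chromatin remodeler, differed by 0.33 (standard error 0.19, p = 0.111, higher in 7 of 10 pairs) by the probe set of Table S4 and by 0.10 (p = 0.732) by its brightest. Of 10 stem cell markers measured, none was higher or lower, also when adjusted over the list alone, and their median was 0.00 (camera, adjusted p = 0.656). With 1 pair left out in turn, KLF3 and NFAT5 each passed an unadjusted p under 0.01 in 4 of 10 fits, and both calls ended with quantile normalization (p = 0.0121 and 0.0143). KLF4 passed without pair 2, 4 or 6, with differences down to -1.20, and with each array's median subtracted (-1.19, p = 0.00355).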

Genes implicated in normal stem cell function (NUP, ST3GAL, LTBP, KLF, TLE, NFAT, ATRX) were upregulated in SP. We found the over expression of EPHB4 and EPHB2 in SP gene list. EPHB4 is a transmembrane receptor tyrosine kinase and recently reported as a novel ovarian tumor marker and a viable target for biological therapy [45]. The overexpression of EPHB4 may be involved with the inhibition of CASP8 activation and subsequent CASP8 mediated apoptosis (Figure 2B). AKT1 was also found to be upregulated in SP cells and this gene may be involved in cellular survival pathways by inhibiting apoptosis process by a variety of routes [46], [47], [48], [49], [50]. Alterations in apoptotic pathways are one of the known mechanisms for the cancer stem cell survival [25].

Tissue stem cells use multiple signaling pathways to control normal stem cell self-renewal and deregulation of these pathways may produce neoplastic proliferation with the development of a cancer stem cell [51], [52]. The cleavage of the Notch transmembrane domain by ADAM proteases and presenilins are important for the activation of Notch pathway. ADAM proteases are considered to be multidomain proteins with multiple functions, involved in the proteolytic processing of other transmembrane proteins, cell adhesion and cell signaling events. The overexpression of ADAM8, ADAM9, ADAM10, ADAM12, ADAM15, ADAM17, and ADAM28 are reported from various cancers [53]. The extracellular domain of Notch receptors is glycosylated with N-glycans and O-glycans including fucose and glucose. The transfer of fucose is catalyzed by the enzyme fucosyltransferases (Pofut1), and the fucose may be extended with N-acetyl glucosamine (GlcNAc) and subsequently by galactose and sialic acid [54]. The important role of fucose on Notch signaling was first shown in Chinese Hamster Ovary (CHO) cells that make very low amount of GDP-fucose, a substrate for Pofut1 [55]. Hence the enzymes involved in the synthesis of GDP-fucose is also plays a key regulatory role in Notch signaling pathway. Fucose can be converted into GDP-Fucose through a salvage pathway by an enzyme namely fucose-1-phospate guanylyltransferase (FPGT). This GDP-Fucose can then serve as a substrate for Pofut1, which transfer fucose to Notch receptors and the subsequent activation of the Notch signaling pathway. ST3GAL6 (ST3 beta-galactoside alpha-2,3-sialyltransferase 6) catalyzes the transfer of sialic acid from cytidine 5-prime-monophosphate-N-acetyl neuraminic acid to terminal positions of glycoprotein and glycolipids. Chen et al reported that the cell surface glycans are essential for the cellular signal transduction in human hematopoietic stem and progenitor cells [41]. Based on these results and identification of these genes (FPGT, ST3GAL6 and ADAM19) in our SP gene list, we identified a potential mechanism, which may be active in the SP cells that accounts for the SP cell survival, differentiation and tumor maintenance in ovary (Figure 2C). The figure shows the involvement of three enzymes (FPGT, ST3GAL6 and ADAM19) in activation of Notch signaling pathway. The increased expression of these enzymes can lead to an increase in release of Notch intracellular domain translocated to the nuclease where it interacts with transcriptional complex and activates downstream target genes. We found that the Notch target genes such as *NOTCH1*, *HES1*, *NRARP* and *TCFL 5* were significantly upregulated in the SP fractions in compared to MP counterpart. These results indicate a difference in Notch activation and signaling between the SP and MP populations. These results indentify the notch pathway as a potential therapeutic target in ovarian cancer. The studies with specific γ-Secretase inhibitor (GSI-IX) demonstrate the mechanistic significance of Notch signaling pathway in the survival of ovarian SP cells and possible therapeutic intervention.

It has been reported that cancer stem cells contribute to chemoresistance and tumor progression in a variety of malignancies [5], [6]. If SP cells are enriched for stem-like cells then we would hypothesis that the SP gene signature would be prominent in tumor which recur quickly An enrichment of SP cell genes in recurrent ovarian tumor was identified in comparison to its primary tumor counterpart. The recurrence patient data was categorized into two groups based on the time period of tumor recurrence (Group 1 patient suffered recurrence between 1–12 months and Group 2 after 12 months). This grouping is associate with platinum sensitivity [56], [57]. The percentage of SP signature genes were detected more often tumors which recurred early versus late. This is associated with the concept that tumors which recur quickly contain more SP cells. SP cells isolated from SKOV3 and A224 cell lines demonstrated higher expression of different ABC transporter genes in comparison to its MP counter part. These transporter genes have been reported to provide protection to the cells from chemotoxic agents as well as from hypotoxic conditions [58], [59]. Of course Notch signaling as described above may be critical in tumor recurrence. Different cell surface markers are reported in associated to cancer stem cell properties in ovarian cancer [60], [61], [62], [63], [64], [65]. The heterogeneity in the phenotype of the cell surface markers between SP and MP populations were also evaluated.

In summary, an expression profile for SP enriched for cancer stem-like cells from ascites of ovarian cancer patients is reported. The nature of the “stemness” of the SP gene signature was demonstrated by the identification of several stem cell-related genes including an activated Notch signaling pathway. The results were biologically validated using identified SP population from human ovarian cancer cell lines. The SP gene list generated from ovarian cancer patients was also found to be enriched in recurrent tumors from ovarian cancer patients. These results have important implications concerning the tumor recurrence and potential therapeutic approach. The SP cells showed a dose dependent sensitivity towards Notch pathway inhibitor, suggests the Notch signaling pathway may be an important therapeutic target in ovarian cancer.

## Supporting Information

Figure S1 CA 125 staining for ascites samples: The CA 125 staining and analysis using FACS confirmed the ovarian origin of cells isolated from ascites and the ovarian cancer cell line SKOV3.
(DOC) Click here for additional data file.

Figure S2 Representative graph for the SP and MP sort from ascites samples.
(DOC) Click here for additional data file.

Figure S3 Pearson's and Spearman's analysis graph.
(DOC) Click here for additional data file.

Figure S4 Western Blot Analysis of FPGT expression in SP and MP cells of SKOV3 and A224 cell lines (above). Immunoflourescence of ADAM19 in A224 SP and MP cells: The A224 cells were sorted for SP and MP and grown on the cover slip. The tissue culture media was removed and washed the wells with PBS twice. The cells were then fixed using 4% Para formaldehyde for 12 minutes and two quick washes were given with PBS. The cells were then permeabilized using 1% Triton in 0.02% BSA in PBS for 2 minutes. The cells were then incubated with blocking serum (20% heat inactivated serum with 2% BSA in PBS) for 20 minutes in room temperature. The cells were washed with PBS and control were incubated with Blocking Peptide (BP, ADAM19-P, SC-25989, Santa Cruz Biotechnology). The cells were stained with primary antibody (ADAM19 Goat plyclonal IgG, SC25989, Santa Cruz Biotechnology) for 2 hours at room temperature. The cells were washed thrice with PBS and stained for secondary antibody (Donkey anti-goat IgG-FITC, SC-2024, Santa Cruz Biotechnology) for 30 minutes at room temperature. The cells washed thrice with PBS and stained with DAPI for 5 minutes. SP and MP cells showed 64±4% and 33±5% positively stained cells for ADAM19. Representative figures showed above.
(DOC) Click here for additional data file.

Figure S5 Expression level of Notch target genes in A224 and SKOV3 SP and MP cells.
(DOC) Click here for additional data file.

Figure S6 Single cell colony forming assay.
(DOC) Click here for additional data file.

Figure S7 Expression level of transporter genes in A224 SP cells.
(DOC) Click here for additional data file.

Figure S8 Expression level of PSENEN in A224 and SKOV3 SP and MP cells.
(DOC) Click here for additional data file.

Table S1 Pearson's and spearman's analysis results.
(DOC) Click here for additional data file.

Table S2 Primer sequence information.
(DOC) Click here for additional data file.

Table S3 The relative expression of different cell surface markers on SKOV3 SP and MP.
(DOC) Click here for additional data file.

Table S4 SP gene list.
(DOC) Click here for additional data file.

# Supplementary material for: Identification of a Potential Ovarian Cancer Stem Cell Gene Expression Profile from Advanced Stage Papillary Serous Ovarian Cancer
**Source:** PLoS One. 2012 Jan 17;7(1):e29079. doi: 10.1371/journal.pone.0029079
**Supplement:** Figure S2 — Representative graph for the SP and MP sort from ascites samples.

**Figure S2:**

# Supplementary material for: Identification of a Potential Ovarian Cancer Stem Cell Gene Expression Profile from Advanced Stage Papillary Serous Ovarian Cancer
**Source:** PLoS One. 2012 Jan 17;7(1):e29079. doi: 10.1371/journal.pone.0029079
**Supplement:** Figure S7 — Expression level of transporter genes in A224 SP cells.

**Figure S7:**

**MP**

**SP**

# Supplementary material for: Identification of a Potential Ovarian Cancer Stem Cell Gene Expression Profile from Advanced Stage Papillary Serous Ovarian Cancer
**Source:** PLoS One. 2012 Jan 17;7(1):e29079. doi: 10.1371/journal.pone.0029079
**Supplement:** Table S1 — Pearson's and spearman's analysis results.

**Table S1: Pearson’s and Spearman’s analysis results**

| **Gene** | **Array** | **qRT-PCR** | **Pearson’s Analysis** | | **Spearman’s Analysis** | |
| --- | --- | --- | --- | --- | --- | --- |
| **R value** | **P value** | **R value** | **P value** |
| *GEMIN6* | +1.90 | +2.57 | 0.8601 | <0.0001 | 0.8824 | <0.0001 |
| *KLF9* | -2.00 | -1.57 | 0.8455 | <0.0001 | 0.9030 | <0.0001 |
| *SLC25A37* | -3.33 | -2.70 | 0.9740 | <0.0001 | 0.8579 | <0.0001 |
| *MYLIP* | -3.33 | -1.50 | 0.8705 | <0.0001 | 0.9398 | <0.0001 |
| *PTGER4* | -2.50 | -1.51 | 0.6621 | 0.0015 | 0.8346 | <0.0001 |
| *IDI1* | -1.66 | 1.00 | 0.7936 | <0.0001 | 0.6130 | 0.0041 |
| *TK2* | +1.60 | +4.22 | 0.6948 | 0.0010 | 0.7925 | <0.0001 |
| *TNFAIP3* | -5.00 | -1.81 | 0.7882 | <0.0001 | 0.8737 | <0.0001 |
| *AMPD3* | -2.50 | -1.78 | 0.6744 | 0.0011 | 0.8605 | <0.0001 |
| *SERF2* | +2.10 | +1.84 | 0.1055 | 0.6672 | 0.2158 | 0.3749 |
| *GEM* | -3.33 | +2.70 | 0.2158 | 0.2180 | 0.3414 | 0.1408 |
| *C6orf153* | +1.70 | +1.53 | 0.7030 | 0.0005 | 0.6243 | 0.0033 |
| *FPGT* | +1.60 | +4.05 | 0.5985 | 0.0053 | 0.5609 | 0.0101 |
| *KITLG* | -2.00 | -1.74 | 0.7140 | 0.0004 | 0.7098 | 0.0005 |
| *LHFP* | -1.43 | -1.20 | 0.5387 | 0.0143 | 0.4090 | 0.0733 |
| *LLGL1* | +1.90 | +3.12 | 0.5126 | 0.0248 | 0.6053 | 0.0060 |
| *ST3GAL6* | +1.60 | +1.56 | 0.5090 | 0.0630 | 0.6336 | 0.0150 |
| *ADAM19* | +2.10 | +5.41 | 0.9611 | <0.0001 | 0.9388 | <0.0001 |
| *BAMBI* | -2.00 | -1.50 | 0.6469 | 0.0021 | 0.7068 | 0.0005 |

# Supplementary material for: Identification of a Potential Ovarian Cancer Stem Cell Gene Expression Profile from Advanced Stage Papillary Serous Ovarian Cancer
**Source:** PLoS One. 2012 Jan 17;7(1):e29079. doi: 10.1371/journal.pone.0029079
**Supplement:** Table S2 — Primer sequence information.

**Table S2: Primer Sequence**

| ***GENE*** | **Forward Primer (Seq 5’ to 3’)** | **Reverse Primer (Seq 5’ to 3’)** |
| --- | --- | --- |
| *PTGER4* | CCCAAACGTGGTTACATTAGCC | ACAGCATCACTGGGAGTTACAC |
| *AMPD3* | GGTGTTCTGTGAATCTCCTC | GCAGCCCCAGTGTAAAAC |
| *TK2* | GCTGGCATCCCTGTAGAG | TCTGCGGTGTACTGACTTC |
| *GEMIN6* | GCAAAGCATACAGCCCAGAG | CCCAGCCACACAGAGAGTC |
| *KLF9* | TGCGGAGCTTTGGGACACATC | GAAGGCTGGTTGCTGGGACTG |
| *IDI1* | GACATTTGGGCTGGATAAAACC | GGCATCTGGCAACATCCG |
| *SERF2* | GACAGAACGAGGGGACGTAA | TCGTTTGCCTTTTTCTGCTT |
| *LLGL1* | TGGGCTGGACAGTTGTTTC | CACACACACCTGACTAGGC |
| *C6orf153* | GCTAAGTCTTGGTCACATGGC | CCACATCATCTGAGCCCATTTC |
| *KITLG* | ATGGATGCGCAGATATACCC | AAAAGGGTTGGGACATACACC |
| *GEM* | GCAGGAAAGATCCCAAGTCAAACAG | GCCACACGCACCAGATCAAATAAC |
| *MYLIP* | GGTTGTCCCCTCTGTATGTTTC | CCGATAAGGTCATCTAGGTCTCC |
| *TNFAIP3* | AATGCCACAGTGTTCTCCTGAG | TGGGGAGGCAAGCAAAAGTG |
| *SLC25A37* | GCACCTTCCTCCAAAGTCCC | TGCTCACCCTTGAAACATACATTG |
| *ADAM19* | GGAGCCTGGATGGACAAGT | TCCAGGTCCAGGATCAGTTC |
| *LHFP* | GACATATGCATCCCCACACA | TTTGGCTTATTGGTCCATTT |
| *BAMBI* | GGATCAGCGGCAACAGATG | CACAGGTCAGACAGCAGTTC |
| *ST3GAL6* | GTCTATTGGGTGGCACCTGT | TCCCATAGGGCAAATCAAAC |
| *FPGT* | GGAAGTATCGCTGCGAGAAG | CAGGATCCACAAAAACGTGA |
| *ABCB1* | GAGGAAGACATGACCAGGT | GTCTTCCAGCTGCCAG |
| *ABCC4* | CATCCGAAGAATCCAGACCT | GGTCTCTGATGCCTTATCCC |
| *ABCG2* | CTTCGTTATTAGATGTCTTAGC | GTGCTCCATTTATCAGAACA |
| *Nanog* | AGTCCCAAAGGCAAACAACCCACTTC | ATCTGCTGGAGGCTGAGGTATTTCTGTCTC |
| *GUSB* | ACTCTTGGTATCACGACTACG | CTGCTCCATACTCGCTCTTG |
| *GAPDH* | ACCCACTCCTCCACCTTTG | CACCACCCTGTTGCTGTAG |
| *Cyclophilin* | TTCTTCATCACCTATGGCAAAC | GCAACTTCTCCAACTCATCTAG |

# Supplementary material for: Identification of a Potential Ovarian Cancer Stem Cell Gene Expression Profile from Advanced Stage Papillary Serous Ovarian Cancer
**Source:** PLoS One. 2012 Jan 17;7(1):e29079. doi: 10.1371/journal.pone.0029079
**Supplement:** Table S3 — The relative expression of different cell surface markers on SKOV3 SP and MP.

**Table S3**

**The relative expression of different cell surface markers on SKOV3 SP and MP**

+

+

CD133

+++

+

CD117

+

+

CD34

++

++++

CD24

+++++

+++++

CD44

**MP (%)**

**SP (%)**

**Marker**

+ = <10%

++ = 10-30 %

+++ = 30-50%

++++ = 50-70%

+++++ = >70%

# Supplementary material for: Identification of a Potential Ovarian Cancer Stem Cell Gene Expression Profile from Advanced Stage Papillary Serous Ovarian Cancer
**Source:** PLoS One. 2012 Jan 17;7(1):e29079. doi: 10.1371/journal.pone.0029079
**Supplement:** Table S4 — SP gene list.

**Table S4: SP gene list**

How the deposited data were processed for this re-analysis (not part of the article)

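Gene expression was measured with Affymetrix U133 Plus 2.0 arrays in side population (SP) and main population (MP) cells sorted from cultured ascites cells of 10 patients with ovarian cancer, 20 arrays in all. The labels give the population and a sample number of each array, and the paper describes 10 SP/MP pairs from 10 patients. Arrays of the same number were therefore taken as the pair of a patient, and no other group was defined. The authors deposited log2 values. Taken back to the linear scale they are MAS5.0 signals scaled to a common trimmed mean, between 500.0 and 500.1 with 2% trimmed at each end. The paper's methods also name invariant set normalization and a model-based expression level, and the values show the MAS5.0 scaling. The filter that the study applied was not analysed here.

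Calculations were made in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and matplotlib 3.10.9. The 62 control probe sets were left out, and of the other 54613 probe sets the 27306 with a mean log2 signal above 6.36, the median of these means, were kept. limma was fitted with patient as a block and population as the effect, SP minus MP. The study's threshold, an unadjusted p under 0.01, and an adjusted p under 0.05 by Benjamini and Hochberg were both applied. A difference in a single pair is that of its 2 arrays. Test data were built on the same design with 27306 probe sets, of which 100 were changed by each size. In them, limma found 68% of those changed by 1 and 96% of those changed by 2 (log2) at an unadjusted p under 0.01. At an adjusted p under 0.05 it found 19% and 83%. The paired t-test found 62% and 93%, and 20% and 66%. Of the unchanged probe sets, 1.37% passed an unadjusted p under 0.01 by limma and 1.50% by the t-test. Exchanges of SP and MP within pairs gave 44 to 700 probe sets by limma, so these shares are not fixed error rates. The number of arrays limits the precision.

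Symbols came from the annotation of the array: 42892 probe sets are listed, 41091 with 1 gene symbol and 1801 with several, and 11721 are not listed. Probe sets with several symbols name no gene. For lists, each gene was read from its kept probe set with the highest mean signal over all arrays, which gave 13007 genes. The 31 gene lists were tested with camera with a preset correlation of 0.01 between genes and again with an estimated correlation, with fry, and with an exact sign-flip permutation test of the list's mean over pairs. Of the 31 lists, 9 were chosen after the symbols and ratios of Table S4 had been read (NF-κB response, immediate-early, p53, NRF2, ZNF, cholesterol synthesis, mitochondrial ribosomal, Wnt and TGF-β, and EGF family genes) and 3 are the study's own. The others are markers of cell types, and genes of Notch signaling, apoptosis, proliferation, heat shock, hypoxia, ribosomes, the respiratory chain, stem cells, ABC transport and housekeeping.

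The text names the genes that the paper names for the patient arrays, where the annotation gives their symbols, the 10 probe sets with the largest increase and the 10 with the largest decrease among those with an unadjusted p under 0.01, 1 symbol and the same sign in at least 9 of 10 pairs, up to 4 members of each list by p, and the genes that the paper measures in cell lines. Values of Tables S1 and S4 had been seen when this rule was written. EPHB2 and RUNX1 are named outside this rule, by the probe sets that Table S4 assigns to them. Pairing was checked by the correlation of SP and MP arrays after subtracting the group means: it was 0.03 to 0.450 for the same patient and -0.344 to 0.360 for different patients, and 6 of 10 SP arrays correlated best with the MP array of their own patient.

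Alternatives were the paired t-test of the paper's methods, no block for patient, an intensity trend with robust estimation, array weights, quantile normalization, subtraction of array medians, no filter, the 16964 probe sets with the highest mean or the highest variance, each pair left out in turn, the mean of a gene's probe sets and the estimated correlation. A floor or a pseudocount before taking log2 had been planned for linear values and did not apply to log2 values. After the data were seen, floors of 10 and 32 on the linear scale, a fit without pairs 1 and 5 and a test of array quality without pair 8 were added. The qRT-PCR measurements, the Gene Ontology and Pathway Studio analyses, the experiments in cell lines and mice and the recurrent tumors were not analysed here.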

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

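The tests of retained dye, of leukocytes in the sorts and of cross-hybridization to LYZ, and the fits without pairs 1 and 5, were chosen after the results were seen.

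The paper does not report NF-κB response and immediate-early genes as groups, and their medians were -1.05 and -0.86 in SP against MP. The tables argue against the SP arrays of pairs 1 and 5 as the whole cause, since the medians were -1.07 and -0.91 without these pairs, and against the scaling between arrays, since those nearest to 0 under quantile normalization or subtraction of array medians were -1.04 and -0.80. Retained dye, which binds DNA and may act as damage in MP cells, stays open: p53 target genes, which damage would raise in MP, had a median of -0.41 (-0.25 without pair 7), with adjusted p = 0.326 with an estimated correlation. The paper states that the isolated cells were subcultured, for a time it does not give, so how much dye remained is unknown. The design confounds dye with population, so the dye and a difference between SP and MP cells cannot be told apart. Such a difference between the cells and a difference in RNA quality were not tested. With an estimated correlation between genes the 2 lists did not pass (adjusted p = 0.218).

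LYZ, which the paper does not discuss, had a difference of 2.77, the largest increase among probe sets with an unadjusted p under 0.01, 1 symbol and the same sign in at least 9 of 10 pairs, with LAPTM5, PTPRC, TYROBP and C1QB also above 0. Leukocytes may have entered the SP sorts, although cells negative for CD45 were taken, which would remove them. The other 9 macrophage and monocyte genes, which such cells would bring too, had a mean of 0.32 over pairs (95% interval -0.26 to 0.91, median member 0.35, exact sign-flip permutation test, p = 0.240), and 0.12 without pairs 1 and 5. This interval holds both 0 and a rise, so the source stays open. Cross-hybridization of the LYZ probe set also stays open, since the other LYZ probe set differed by 0.018 but has a mean log2 signal of 4.78, under the filter.

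Of 185 groups of 10 values, 21 held a value far from the others, where chance gives 5%. Among genes, the difference of BIK was -5.80 in pair 7. CD24 was at -4.87 in the same pair, and without it its difference was 0.92 (p = 0.00141) in place of 0.34. CD3D was at -5.20 in pair 2, and without it at 1.35 (p = 0.00981) in place of 0.69. CD44 by its brightest probe set was at 1.23 in pair 10, and FAS by the probe set of Table S4 at -2.59. EGFR by its brightest probe set was at -2.05 in pair 8. FOXO3 by its brightest probe set was at -2.65 in pair 7, and its call ended without that pair (-0.57, p = 0.0172). GEMIN6 was at 4.22 in pair 8, and NUP50 by the probe set of Table S4 at -1.46 in pair 5.

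Among lists, the proliferation mean was 1.11 in pair 7, the cholesterol synthesis mean -1.08 in pair 10 and the mean of the stem cell function families -0.53 in pair 5. In pair 1 the fibroblast and stroma mean was -1.07, the erythrocyte mean 1.98 and the housekeeping mean -0.52. Among arrays, the SP array of pair 1 had a lower quartile of 6.48, an upper quartile of 9.13 and an interquartile range of 2.65. The MP array of pair 8 had an upper quartile of 8.36, a difference between the 3' and middle probe sets of ACTB of 4.13 and a GAPDH 3' signal of 14.2.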

How the results depend on the processing

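Chosen after the data were seen were floors of 10 and 32 and the fit without pairs 1 and 5. No probe set passed an adjusted p under 0.05 in any fit. Where no cause is given below, the cause was not tested. Without a block for patient, 196 probe sets had an unadjusted p under 0.01 (95 higher, 101 lower, 51.5% lower, 49 of Table S4), the variance between patients then staying in the error. With no filter, 54613 probe sets gave 580 higher, 39.2% lower and 146 of Table S4. The 16964 probe sets of highest mean gave 119 higher and 79.4% lower, and the 16964 of highest variance 270 in all (60 lower, 22.2% lower), 5 of Table S4 and 4 lists, with medians of 0.050 for cholesterol synthesis and 0.071 for the EGF family. Quantile normalization gave 123 higher and 80.1% lower, subtraction of array medians 65 higher, 768 lower and 92.2% lower, and an intensity trend 75.3% lower. With each pair left out in turn, the total ranged from 402 (without pair 10) to 817 (without pair 1), the higher from 153 to 312, the lower from 249 to 550, the share lower from 57.1% to 67.6% and the count of Table S4 from 142 to 235. Over these fits the median of the proliferation list ranged from -0.13 (without pair 7) to 0.12 and that of the stem cell function families from -0.11 to -0.012, past the threshold at -0.09 without pair 7. The families passed at -0.077 with the mean of a gene's probe sets. With an estimated correlation, 0 lists passed, and NF-κB response (-1.05) and immediate-early genes (-0.86) no longer did. Of 69 named probe sets with an unadjusted p under 0.01, 47 passed it with each pair left out in turn and 16 under every alternative, and none changed sign under quantile normalization or subtraction of array medians. Over all fits of named probe sets, 2369 kept their side of the threshold, 99 newly passed, 250 no longer passed and none that passed reversed, while some that did not pass changed sign. For lists, 709 kept their side, 10 newly passed, 22 no longer passed and 3 reversed, among them proliferation, which had not passed. With a floor of 10, 128 of 129 named probe sets kept their side of the threshold and 1 newly passed. With a floor of 32 these numbers were 124 and 5. Low probe sets such as the largest increases may be limited by signal over background, which was not tested beyond these floors.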

Differences from the paper's values

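The paper states 446 probe sets at P<0.01, and 692 had an unadjusted p under 0.01 here. Of 19 alternatives set before the data were examined, 8 gave a count within 1.5 times the paper's: the paired t-test (599), quantile normalization (619), the 16964 probe sets of highest mean (578), and the fits without pair 3 (459), 5 (543), 7 (495), 9 (445) or 10 (402). The other 11 did not. The paper states 142 up-regulated probe sets, and 243 were higher here. Of the 19 alternatives, 11 were within the same range: the paired t-test (211), no block for patient (95), an intensity trend (196), quantile normalization (123), the 16964 of highest mean (119) or variance (210), and the fits without pair 3 (178), 5 (191), 7 (204), 9 (191) or 10 (153). The others were not.

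The paper kept 16964 sequences after filtering, and 27306 probe sets were kept here. The paper's text does not describe its filter. The 2 filters set to keep 16964 probe sets match by construction, and the other 17 alternatives do not. All 446 probe sets of the paper's Table S4 carry a P under 0.01 there, and 222 did by limma here. For 186 of them the table's P is not that of the paired t-test on all 10 pairs. Of these, 150 match a test on a subset of the pairs, so the 2 counts rest in part on unlike pairs. The paired t-test, with 320, is the alternative within 1.5 times the paper's count, and the other 18 are not. The paper's array fold of ST3GAL6 in Table S1 is a log2 ratio of 0.68, and the same probe set differed by -0.056 here. The P of this probe set in Table S4 matches a t-test on 3 pairs, so these values may rest on unlike pairs. Of the 19 alternatives, 5 had the paper's sign: array weights (0.31 over the kept probe sets, 0.23 over all) and the fits without pair 1 (0.10), 2 (0.08), 5 (0.29) or 8 (0.07). The 2 filters that keep 16964 probe sets leave this probe set out, and the other 12 had the opposite sign.

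Table S4 gives a direction for each probe set, and 440 of 446 had that direction here. The 6 with the opposite direction are those of ST3GAL6, GOLGA2 (-0.09), TPCN1 (0.42) and BGLAP (0.23), the one that the table assigns to TMEM1 (-0.07) and one with no single gene symbol (0.32), which were named after their values were seen. The paper shows AKT1 as up-regulated in Fig. 2B and names it so in the discussion, and its difference was 0.01 (p = 0.988) here, and no fit passed the threshold. The paper also shows PAWR as up-regulated, and it differed by 0.32 (p = 0.0726), with p = 0.00724 by the paired t-test. EPHB4, EGFR, FAS, BCL2L11 and FOXO3 had the paper's direction. The probe sets that Table S4 assigns to EPHB2 and RUNX1 also had the direction of that table. Their paired t-test on all 10 pairs gave p = 0.00235 and 0.00259 for EPHB2 and p = 0.00331 for RUNX1. Other genes of Fig. 2B without a symbol in the annotation were left out.

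The paper names NUP, ST3GAL, LTBP, KLF, TLE, NFAT and ATRX among genes up-regulated in SP. Of 51 measured members of these families, none was higher and 2 were lower at an unadjusted p under 0.01. NUP50 (0.37), LTBP1 (0.36) and ATRX (0.33) had differences above 0 that did not pass, and KLF3 (-0.69), KLF4 (-1.01), TLE4 (-0.57) and NFAT5 (-0.60) had differences below 0. The paper's Table S4 itself lists probe sets of NFAT5, TLE1, TLE4 and KLF9 as lower in SP, the direction found here, and probe sets of NUP50, LTBP1 and ATRX as higher. Its P values match a t-test on 9 pairs for NUP50 and KLF9, 6 for LTBP1 and 7 for ATRX. For NFAT5, TLE1 and TLE4 they match on all pairs. The paper's values for NUP50, LTBP1, ATRX and KLF9 may thus rest on fewer pairs than those here. NUP50 passed in the fit without pairs 1 and 5, chosen after the values were seen, in which 187 of the 446 probe sets of Table S4 passed against 222, and ST3GAL6 differed by 0.51 (p = 0.198) and AKT1 by 0.43 in the same fit.

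The paper states that ADAM19 is over-expressed, and it differed by 0.82 (p = 0.0188), past the threshold with an intensity trend, with array weights and without pair 1 (1.06, p = 0.0012), and in the fit without pairs 1 and 5, chosen after the values were seen (1.06, p = 0.00276). TK2 (0.60, p = 0.0162) passed without pair 1, KLF9 (-0.57) passed with array medians subtracted and without pair 1, and LHFPL6 passed by the paired t-test (p = 0.00589). In the paper's SP gene list, the P of ADAM19 matches a t-test on 8 pairs. Those of TK2 and this KLF9 probe set match on 9 pairs, and that of LHFPL6 matches on all pairs. The paper's values for ADAM19, TK2 and KLF9 may thus rest on fewer pairs than those here.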

Other observations

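The test of subsets of pairs behind Table S4 was chosen after the results were seen. The cell surface markers and transporters that the paper measured in cell lines were also measured in the patients' SP and MP cells. None of 9 ABC transporter genes passed an unadjusted p under 0.01 or passed when adjusted over the list alone, and their median was 0.03 (-0.15 with array medians subtracted, camera, adjusted p = 0.962). ABCG2, a transporter that exports Hoechst, differed by 0.01 (standard error 0.21, p = 0.978, higher in 6 of 10 pairs), ABCC4 by 0.11 (p = 0.743) and ABCB1 by -0.64 (standard error 0.38, p = 0.119, lower in 7 of 10 pairs).

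CD44, a hyaluronan receptor, was lower by a probe set of Table S4, with a difference of -1.28 (standard error 0.30, p = 0.000953, lower in 9 of 10 pairs), and differed by -0.95 (p = 0.0111) by another, while its brightest probe set differed by -0.02 (p = 0.938). CD34 differed by 0.05 and PROM1 by 0.02. KIT and NANOG lay under the filter on low signals and differed by 0.35 (standard error 0.54) and -0.00 (standard error 0.63). TCFL5, a Notch target in the paper's cell line experiments, differed by -0.09 (p = 0.623).

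Exchanging SP and MP within pairs at random, in 100 exchanges with the real one included, gave a total count as large as the real 692 in 2, with 700 as the highest other. An exchange and its mirror count as one, so the counts of lower and of higher probe sets were compared with the larger of both directions in each exchange. This was at least 449, the real count of lower probe sets, in 2, with 470 as the highest other, so chance can be excluded for the total and the lower probe sets at a share under 0.05. Nor can chance be excluded for the 243 higher probe sets, which 10 of the 100 reached in one direction or the other (highest other 470). The same holds for the 9 gene lists past an adjusted p under 0.05, which 10 of the 100 reached (highest other 12).

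The P values of Table S4 equal those of the paired t-test on all 10 pairs for 260 of its 446 probe sets, within a tolerance of 1e-07. Of the other 186, 80.6% (150) match the t-test on a subset of the pairs out of 1013 subsets, and 36 match none. When the table's P values were dealt to these probe sets at random, 0.597% matched on average and 2.15% at most in 100 deals. Most of the 150 match with 9 pairs (77), 8 (28) or 7 (15). Among the 6 probe sets whose direction on all pairs was opposite to the table's, the P matches with 3 pairs for ST3GAL6, 4 for TPCN1, 5 for GOLGA2 and 7 for the one assigned to TMEM1, and with none for the other 2. The left-out pairs had a median lower log2 signal of 7.75 against 8.93 in the kept pairs, and 20.9% of the left-out values and 0% of the kept values were below 100 on the linear scale. This is consistent with single pairs having been left out of the test of those probe sets, as a hypothesis, and low signals may have been a reason.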
